# A high-fat plus high-sucrose diet induces age-related macular degeneration in an experimental rabbit model

**DOI:** 10.1242/dmm.052015

**Published:** 2024-11-27

**Authors:** Yujiao Wang, Zhongping Lv, Yongjiang Chen, Xiaobo Cen, Hui Zhang, Danian Chen

**Keywords:** Age-related macular degeneration, Normal-weight dyslipidemia, Drusen, Lipid droplets, dry AMD, wet AMD

## Abstract

Age-related macular degeneration (AMD) is a leading cause of blindness. Metabolic disorders and diets are risk factors. We compared lipid profiles and retinal phenotypes with long-term feeding of four diets in male Chinchilla rabbits. Animals were fed a normal diet (ND), high-fat diet (HFD), high-sucrose diet (HSD) or a high-fat plus high-sucrose diet (HFSD) for 6 months. Eyes were examined using multimodal imaging modalities and electroretinograms. Retinal sections were analyzed using H&E staining, Toluidine Blue staining, immunostaining and transmission electron microscopy. Lipids and complement C3 protein (C3) in serum or aqueous humor were measured. RNA sequencing was performed to evaluate the retinal transcriptomes. HFD and HSD had minor effects on lipid profiles but, when fed concomitantly, synergistically induced severe dyslipidemia. None of the four diets caused obesity. HFSD induced retinal lesions, such as reticular pseudodrusen (RPDs) and other pigmentary abnormalities. RPD-like lesions were mainly lipid droplets around cells of the retinal pigment epithelium. HFSD also induced elevated levels of ocular C3 and reduced the density of retinal vessels. In conclusion, HFD and HSD can – when combined − induce normal-weight dyslipidemia and RPD-like retinal lesions. HFSD-fed male Chinchilla rabbits are a good model of early AMD.

## INTRODUCTION

Age-related macular degeneration (AMD) is a leading cause of vision loss in older people, accounting for 6–9% of legal blindness globally (Fleckenstein et al., 2021; Jonas et al., 2017). AMD affects photoreceptors, Müller cells, retinal pigment epithelium (RPE), Bruch's membrane (BrM), choriocapillaris structures and deep capillary plexus networks in the retinal vasculature, mainly in the macular region (Chen et al., 2022). Clinically, AMD can be divided into early, intermediate and late (advanced) stages (Ferris et al., 2013). At early stage, AMD is characterized by accumulating medium-sized (63-125 µm) extracellular deposits (drusen). At intermediate stage, drusen become large and more confluent, and RPE cells degenerate. Late stage ADM can be either geographic atrophy, i.e. dry AMD, or neovascular AMD (wet AMD). Loss of photoreceptors, RPE and choriocapillaris is definitive in dry AMD, and invasion of macular neovascularization (MNV) into the outer retina, subretinal space or sub-RPE space is the feature of wet AMD (Ferris et al., 2013; Fleckenstein et al., 2021).

While intravitreal injections of anti-vascular endothelial growth factor (anti-VEGF) drugs have greatly improved the visual outcome of wet AMD (Brynskov et al., 2020), there is no treatment for dry AMD, which affects most patients. Progression from earlier AMD stages to dry AMD can be partially delayed by diets high in omega-3 long-chain polyunsaturated fatty acids and carotenoids (lutein, zeaxanthin, and beta-carotene), as diet is one of the most important environmental risk factors of AMD (Chew et al., 2013; Rozing et al., 2020). High intakes of cholesterol and saturated fats have long been considered critical in AMD development (van Leeuwen et al., 2018).

Drusen are focal extracellular deposits located between the basal lamina of the RPE and the inner collagenous layer of the BrM, i.e. the sub-RPE-BL space (Li et al., 2018). Reticular pseudodrusen (RPDs; also known as subretinal drusenoid deposits), are a different type of deposit present in the subretinal space on the apical side of the RPE in AMD patients (Wu et al., 2022). Unlike conventional soft drusen, which are predominately under the cone-rich fovea, RPDs are more likely to appear in perifoveal regions with a high density of rods. RPDs are a critical phenotype contributing to AMD progression, and correlate with an increased risk of dry AMD and MNV development (Duic et al., 2024).

Several studies have indicated a pathogenic role of altered lipid metabolism in AMD development (Lin et al., 2022). First, drusen are mainly (∼40%) composed of lipids protein and minerals (Curcio, 2018; Wang et al., 2010). RPDs also have lots of lysolipids (LysoPCs, LysoPEs and LysoPAs) (Anderson et al., 2023). It has been proposed that formation of drusen is initiated by lipid droplets in the sub-RPE-BL space, followed by mineralization to form tiny hydroxyapatite (HAP) spherules and binding of protein to HAP surfaces (Bergen et al., 2019; Thompson et al., 2015). Lipid droplets might also affect the formation of RPDs, as the secretory phospholipase A2 family member (PLA2G5) has been linked to formation of both lipid droplets and RPDs (Anderson et al., 2023; Guijas et al., 2014). Second, genome-wide association studies have indicated that polymorphisms within or near the loci of several genes − such as *ABCA1*, *APOE*, *CETP* and *LIPC* genes, whose protein products are involved in lipid metabolism − are associated with AMD (Acar et al., 2020; Fritsche et al., 2016; Han et al., 2020). Third, some studies have found that increased levels of serum high-density lipoprotein (HDL) are associated with increased risk of AMD, whereas elevated serum levels of total cholesterol (TC), low-density lipoprotein (LDL) and triglycerides (TGs) are associated with a decreased risk of AMD (Colijn et al., 2019; Sasaki et al., 2018; Wang et al., 2016). Based on these findings, it has been proposed that HDL is a potential therapeutic target for AMD (Kelly et al., 2020). These findings challenge the paradigm that LDL is ‘bad’ cholesterol and HDL is ‘good’ cholesterol (Lin et al., 2022). However, there has also been an association between early AMD and elevated total cholesterol and LDL levels in female participants (Sasaki et al., 2018). Some recent studies have reported no significant associations between serum lipoprotein profiles and AMD (Lüdtke et al., 2019; Mao et al., 2019). Whether systemic lipid profiles directly influence AMD development or represent lipid metabolism in the retina is unknown and deserves further investigation.

In addition to dyslipidemia, hyperglycemia or diabetes are also a risk factor for AMD (Choi et al., 2011; He et al., 2018). The underlying mechanisms might be related to functional and structural changes in the RPE, BrM, or choroidal circulation in diabetic patients; for instance, hyperglycemia-induced chronic inflammation and the accumulation of advanced glycation end products (AGE) may contribute alterations in the choriocapillaris basement membrane and BrM (Hwang et al., 2023; Wang et al., 2017).

Diet-induced animal models are a powerful tool for understanding how lipids and sugar are involved in AMD development. Commonly used animal models are rodents and rabbits. Many studies have used rodents as the model system; for instance, consumption of a high-glycemia (HG) diet but not a low-glycemia (LG) diet induces many AMD features (Andriessen et al., 2016; Rowan et al., 2017). Switching from HG to LG diet late in life can reverse these AMD features, implying the critical role glucose has in development of AMD (Rowan et al., 2017). An HFD (60% kcal fat) can exacerbate the laser–induced photocoagulation model of choroidal neovascularization in mice (Andriessen et al., 2016).

Rabbits are also a useful model because they represent an intermediate between large (pigs, dogs, monkeys) and small (rodents) animal models (Lozano et al., 2019). Rabbits are the most common animal model used for preclinical safety evaluation of ocular drugs, as eye anatomy is similar in humans and rabbits, and because rabbits are meek and easy to handle (Del Amo and Urtti, 2015). As herbivorous animals, rabbits are susceptible to HFDs, and, like humans, have high baseline profiles of the plasma lipid transfer protein cholesteryl ester transfer protein (CETP) and of LDL (Fan et al., 2015). A cholesterol-enriched diet for 3 months induces astrogliosis, drusen-like deposits, and cholesterol accumulations in the retinas of male New Zealand white rabbits (Dasari et al., 2011), and these AMD features can be rescued by low doses of statins (Fernandez-Navarro et al., 2016).

Feeding a HFD, high-sucrose diet (HSD) or high-fat plus high-sucrose diet (HFSD) has also been used in rabbit models to trigger obesity and metabolic syndromes, including hyperglycemia, insulin resistance, dyslipidemia and increased levels of free fatty acids in the blood (Lozano et al., 2019). Still, retinal phenotypes of these rabbits have not yet been systemically analyzed (Helfenstein et al., 2011). Male rabbits tend to be resistant to obesity under these diets (Waqar et al., 2010), and pigmented rabbits have a different electroretinogram (ERG) pattern compared to that of albino rabbits, such as New Zealand rabbits (Ioshimoto et al., 2018). Thus, our study compared the retinal phenotypes of pigmented male Chinchilla rabbits in response to HFD, HSD or HFSD over 6 months.

## RESULTS

### HFD and HSD synergistically induce dyslipidemia but do not cause obesity in male Chinchilla rabbits

In general, rabbits are susceptible to a high-cholesterol diet and can rapidly develop severe hypercholesterolemia (Fan et al., 2015). A HFSD over 3 months can induce weight gain in male Japanese white rabbits (Zhao et al., 2008). However, we found that a HFD (10% lard, 0.5% cholesterol) or HSD (40% sucrose) for 6 months only had minor effects on blood triglycerides, total cholesterol and LDL cholesterol profiles in male Chinchilla rabbits (Fig. 1A-C). HFD only slightly increased triglyceride and total cholesterol levels at the end of the experiment, and HSD only increased triglyceride levels at the end. They had no effects on levels of LDL cholesterol throughout the experiment (Fig. 1A-C). HFD significantly increased HDL levels, while HSD did not affect HDL throughout the experiment (Fig. 1D). As such, they did not affect weight, length, height and BMI of the rabbits throughout the experiment, and no obesity occurred in them (Fig. 1E-H). Even though HFD did not induce high serum levels of triglyceride or total cholesterol during the experiment, it caused substantial liver fibrosis (Fig. S1), suggesting it induces fat liver, as liver fibrosis is a common outcome of steatosis (Farrell and Larter, 2006).

**Fig. 1.**
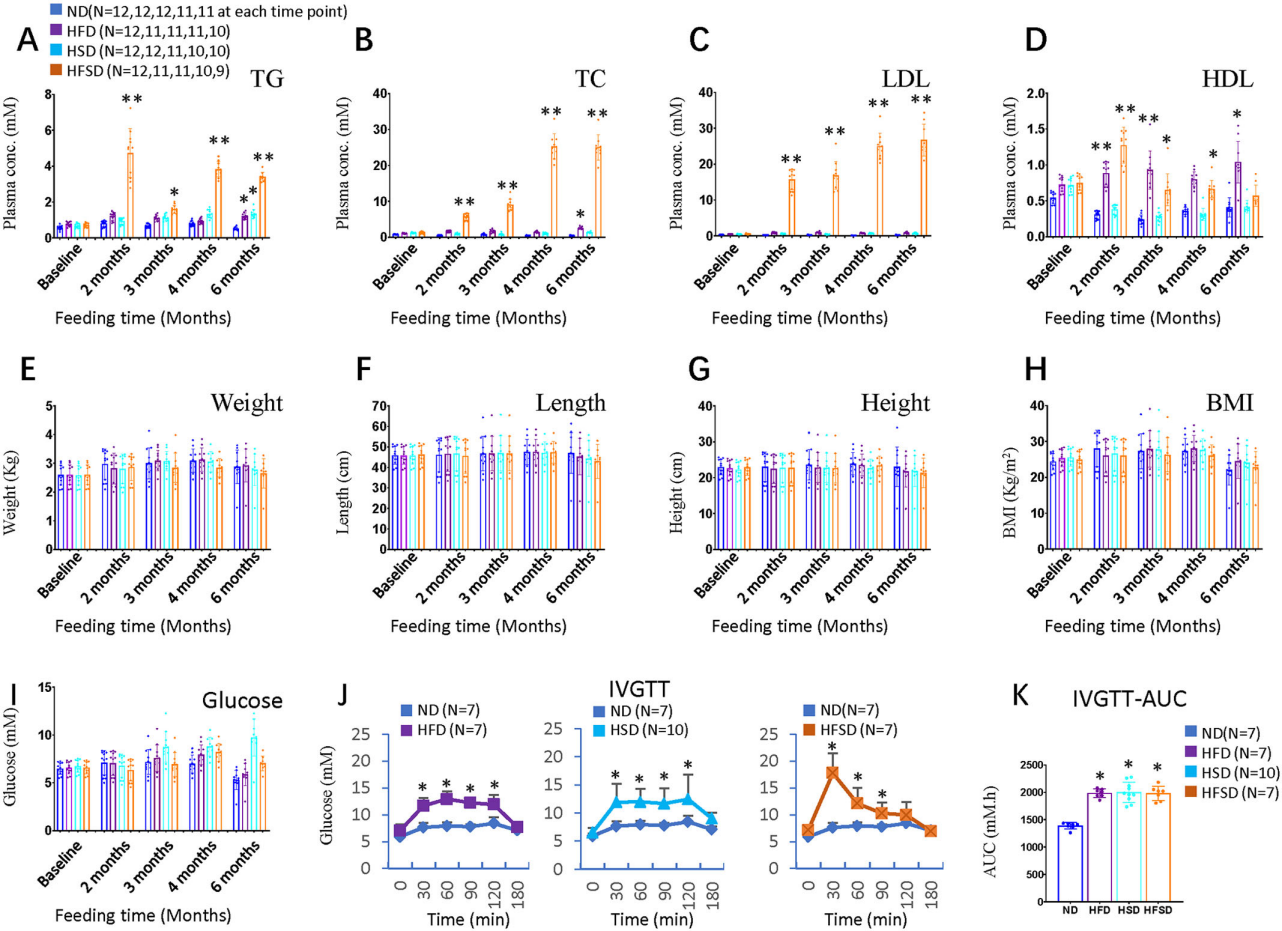
**Comparison of plasma lipid profiles, body mass index (BMI) and glucose metabolism among indicated diet groups and feeding times as indicated.** (A) triglycerides (TG), (B) total cholesterol (TC), (C) low-density lipoprotein (LDL), (D) high-density lipoprotein (HDL), (E) weight, (F) length, (G) height, (H) BMI, (I) random plasma glucose, (J) Intravenous glucose tolerance test (IVGTT) test, (K) IVGTT-area under the curve (AUC) analysis. Error bars represent the ±s.d. Significance was determined using one-way ANOVA followed by Bonferroni correction (*P<0.05, **P<0.01). ND, normal diet; HFD, high-fat diet; HSD, high-sucrose diet; HFSD, high-fat plus high-sucrose diet.

Surprisingly, a HFSD (10% lard, 0.5% cholesterol, 35% sucrose) significantly increased levels of triglyceride, total cholesterol and LDL (Fig. 1A-C), indicating that concomitant high intake of fat and sucrose has synergistic effects on these lipids. HFSD as well as HFD had a similar impact on levels of HDL levels, i.e. both increased its levels (Fig. 1D). However, even though HFSD increased levels of triglycerides, total cholesterol and LDL, it did not induce obesity or affect weight, length, height or BMI throughout the experiment (Fig. 1E-H).

### HFD and HSD have similar but not synergistic effects on glucose metabolism

Blood glucose levels were comparable between all groups throughout the experiment; i.e. slightly elevated plasma glucose levels were noticed in HSD and HFSD groups at the end of the experiment (Fig. 1I). Intravenous glucose tolerance test (IVGTT) was performed at the end of the experiment. Generally, IVGTT results were comparable between experimental groups, i.e. all three groups showed a slower rate of glucose clearance (Fig. 1J). Correspondingly, the area under the curve (AUC) calculated using the IVGTT results increased in all three groups similarly (Fig. 1K). These results indicate that both HFD and HSD damaged glucose tolerance but did not have any synergistic effects on glucose metabolism.

### HFD and HSD synergistically induce abnormal ERG

Standard International Society for Clinical Electrophysiology of Vision (ISCEV) guidelines regarding ERG protocols suggest three scotopic ERG and two photopic ERG tests (Robson et al., 2022). The dark-adapted scotopic ERGs include responses to flash strengths of 0.01 and 3 phot cd·s·m^−2^ (scotopic 0.01 ERG and scotopic 3.0 ERG and scotopic 3.0 OPs). The scotopic 0.01 ERG measures the response of the rod bipolar cells and is dependent on input from rod photoreceptors. Scotopic 0.01 ERGs only have b-waves. Scotopic 3.0 ERGs are mixed rod and cone system responses, with the rod system contribution dominating in a healthy retina. Both of them have a- and b-waves, the former representing rod photoreceptor function and the latter rod-driven On-bipolar cells. Oscillatory potentials (OPs) are relatively high-frequency and low-amplitude components on the rising limb of the scotopic 3.0 ERGs b-waves (Scotopic 3.0 OPs), which reflect inner retinal activity involving amacrine cells and retinal ganglion cells.

After 6 months of feeding, animals from the HFD and HSD groups showed no changes in peak latency time of the waves (a-, b- and P2-waves of OPs) of the scotopic ERGs (Fig. 2A,B), while animals from the HFSD group showed prolonged peak latency of scotopic b-waves (Fig. 2A,B). Still, HFD and HSD-fed animals had a minor reduction of amplitude in all waves of the scotopic ERGs (Fig. 2A,C). At the same time, HFSD-fed animals showed a more considerable amplitude reduction in all waves of the scotopic ERGs (Fig. 2A,C), suggesting HFD and HSD act synergistically on inhibiting the retinal function of the rod system.

**Fig. 2.**
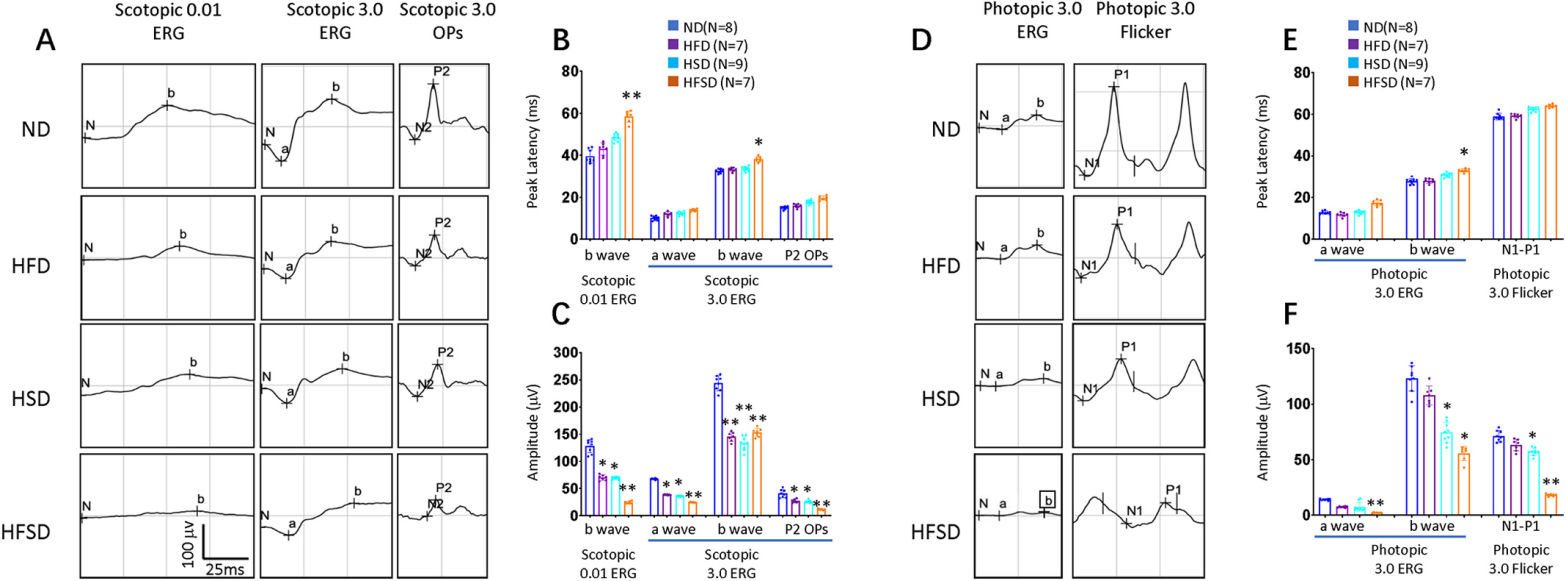
**Full-field flash ERG changes in eyes obtained from rabbits after feeding an ND (control), HFD, HSD or HSFD for 6 months.** (A) Representative scotopic ERG recordings according to ISCEV guidelines (three types of measurement as indicated). (B) Quantification of peak latency of indicated scotopic ERG waves (a-, b-, P2-wave) of scotopic OPs and scotopic groups as indicated. (C) Quantification of the amplitude of indicated scotopic ERG waves (a-, b-, P2-wave) of scotopic Ops as indicated. (D) Representative photopic ERG recordings according to ISCEV guidelines (two types of measurement) as indicated. (E) Quantification of peak latency of indicated photopic ERG waves (a-, b-, N1-P1-wave) of photopic flicker 30 Hz as indicated. (F) Quantification of the amplitude of photopic ERG waves (a-, b-, N1-P1-wave) of photopic flicker 30 Hz as indicated. Error bars represent ±s.d. Significance was determined using one-way ANOVA followed by Bonferroni correction (*P<0.05, **P<0.01). ND, normal diet; HFD, high-fat diet; HSD, high-sucrose diet; HFSD, high-fat plus high-sucrose diet.

The light-adapted photopic tests included two types of photopic ERG, recorded to provide different but complementary measures of cone system function (Robson et al., 2022). Photopic 3.0 ERGs (single flash) have both a- and b-waves. The a-wave represents the activity of the Off-bipolar cells. The b-wave represents On- and Off-bipolar cell activity, with contributions mediated by cone mechanisms. Photopic 3.0 Flicker (30 Hz) ERG is generated mainly by cone On- and Off- bipolar cells but also depends on the cone functions (Robson et al., 2022).

After 6 months of feeding, animals from the HFD and HSD groups showed no changes in peak latency time of the photopic waves of the ERGs (a-, b- and N1-P1-waves of 30 Hz flickers) (Fig. 2D,E), while animals from the HFSD group showed prolonged peak latency of the photopic a waves (Fig. 2D,E). The HFD also had no effect on the amplitude of either wave of the photopic ERGs (Fig. 2D), suggesting it does not impact cone system in rabbit. Interestingly, HSD had a minor amplitude reduction in b- and N1-P1-waves of the photopic ERGs (Fig. 2D,F). At the same time, HFSD showed a more considerable amplitude reduction in all waves of the photopic ERGs (Fig. 2D,F), suggesting that HFD and HSD act synergistically on inhibiting the retinal function of the cone system.

### HFSD induces reticular pseudodrusen-like lesions and pigmentary abnormalities

We followed the ocular fundus changes during monthly retinal examinations by using MultiColour (MC) fundus photography (Wang et al., 2021), colour fundus photography (CFP) (Wang et al., 2021) and optical coherence tomography (OCT) (Wang et al., 2021), and found three significant retinal changes that included reticular pseudodrusen-like (RPD-like) lesions, hypopigmentation and pigment clumping (Fig. 3). RPD-like lesions appeared as yellowish dots or lime flecks, often in areas adjacent to the optic disk or vascular arcades within the mid retina, resembling RPDs of AMD patients (Fig. 3A-H). In spectral domain-OCT (SD-OCT) images, RPD-like lesions appeared as high-density dome-shaped spots located between the RPE and the ellipsoid zone (EZ) (Fig. 3I-L).

**Fig. 3.**
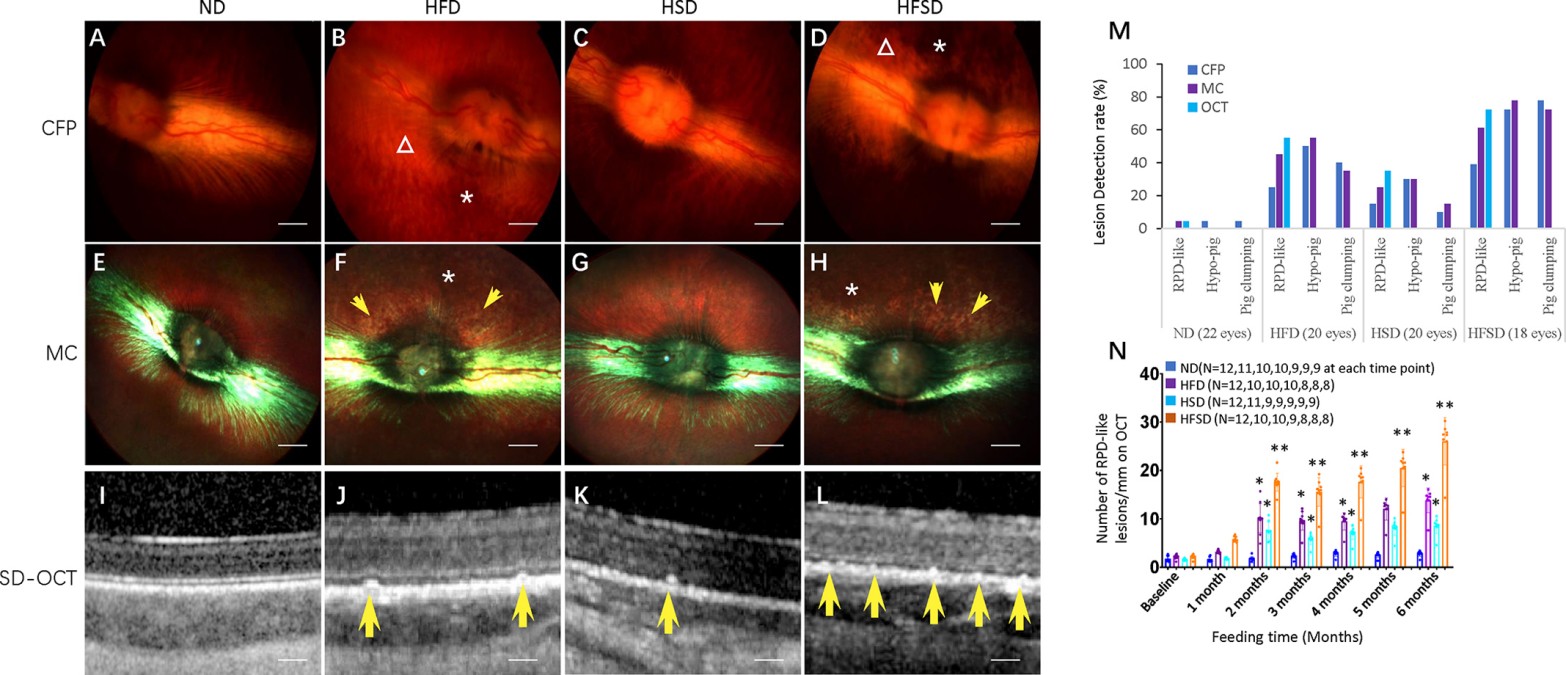
**Color fundus photographs (CFPs), multicolor (MC) and SD-OCT images of rabbit eyes.** (A-D) CFPs, taken by a TRC-50DX retinal camera. (E-L) MC (E-H) and SD-OCT (I-L) images, taken by the Heidelberg multimodal imaging system Spectralis. CFPs of eyes obtained from HFD- and HFSD-fed rabbits show saffron yellow areas of hypopigmentation (see triangle in B and D) and brown-black areas of pigment clumping (see asterisk in B and D). In MC images, the latter appeared grey and brown (see asterisk in F and H). MC images also show RPD-like lesions as lime flecks adjacent to the optic disk and vascular arcades in HFD- and HFSD-fed rabbits (see yellow arrows in F and H). Punctate RPD-like lesions (see yellow arrows in I-L) were mainly found in HFD-, HSD- and HFSD-fed rabbits. (M) Lesion detection rates (in %) at the end of the experiment, i.e. after 6 months of feeding diets as indicated, established by using imaging techniques (CFP, MC and OCT) as indicated. (N) Quantification of RPD-like lesions (per mm-length) of the outer retina as shown in I-L. Error bars represent ±s.d. Significance was determined using one-way ANOVA followed by Bonferroni correction (*P<0.05, **P<0.01). RPD-like, RPD-like deposits; Hypo-pig, hypopigmentation; Pig clumping, pigmentation clumping. ND, normal diet; HFD, high-fat diet; HSD, high-sucrose diet; HFSD, high-fat plus high-sucrose diet. Scale bars: 200 μm.

These RPD-like lesions observed in the HFSD-fed group appeared more visible on MC (61.1%) and SD-OCT (72.2%) compared with CFP (38.9%) (Fig. 3M). Eyes of HFSD- or HFD-fed rabbits also showed more RPD-like lesions in MC and OCT images compared with rabbits fed an ND or HSD (Fig. 3M). These RPD-like lesions form during the second month of feeding a HFD, HSD or HFSD, and increased with feeding duration, especially in the HFD and HFSD groups (Fig. 3N).

Hypopigmentation was seen as saffron-yellow areas in CFP images, and grey and yellow in MC images (Fig. 3) – similar to hypopigmentation in AMD patients. Pigment-clumping areas were dark brown in CFP images (Fig. 3B,D), and grey and brown in MC images (Fig. 3F,H). Both pigment changes were more frequently detected in HFSD and HFD groups than in the ND group (Fig. 3M). In addition, both hypopigmentation and pigment-clumping areas had similar detection frequencies with CFP and MC imaging. They were more frequently detected in the HFSD and HFD groups compared with the ND group (Fig. 3M). However, as OCT cannot detect retinal pigment changes (Fig. 3M), monitoring these lesions was very challenging during the experiment.

### HFSD induces lipid droplets around RPE cells and retinal degeneration

The most striking feature when using hematoxylin and eosin (H&E) staining of the retina obtained from our experimental rabbits was the occurrence of dome-shaped vacuoles between the RPE-BrM complex and the outer segment of photoreceptors (Fig. 4A), which were confirmed by Toluidine Blue staining of semi-thin sections (Fig. 4B). In contrast to SD-OCT imaging, which identified very few RPD-like lesions in the ND-fed group (Fig. 3N), we did not observe these lesions in ND-fed animals when using H&E staining.

**Fig. 4.**
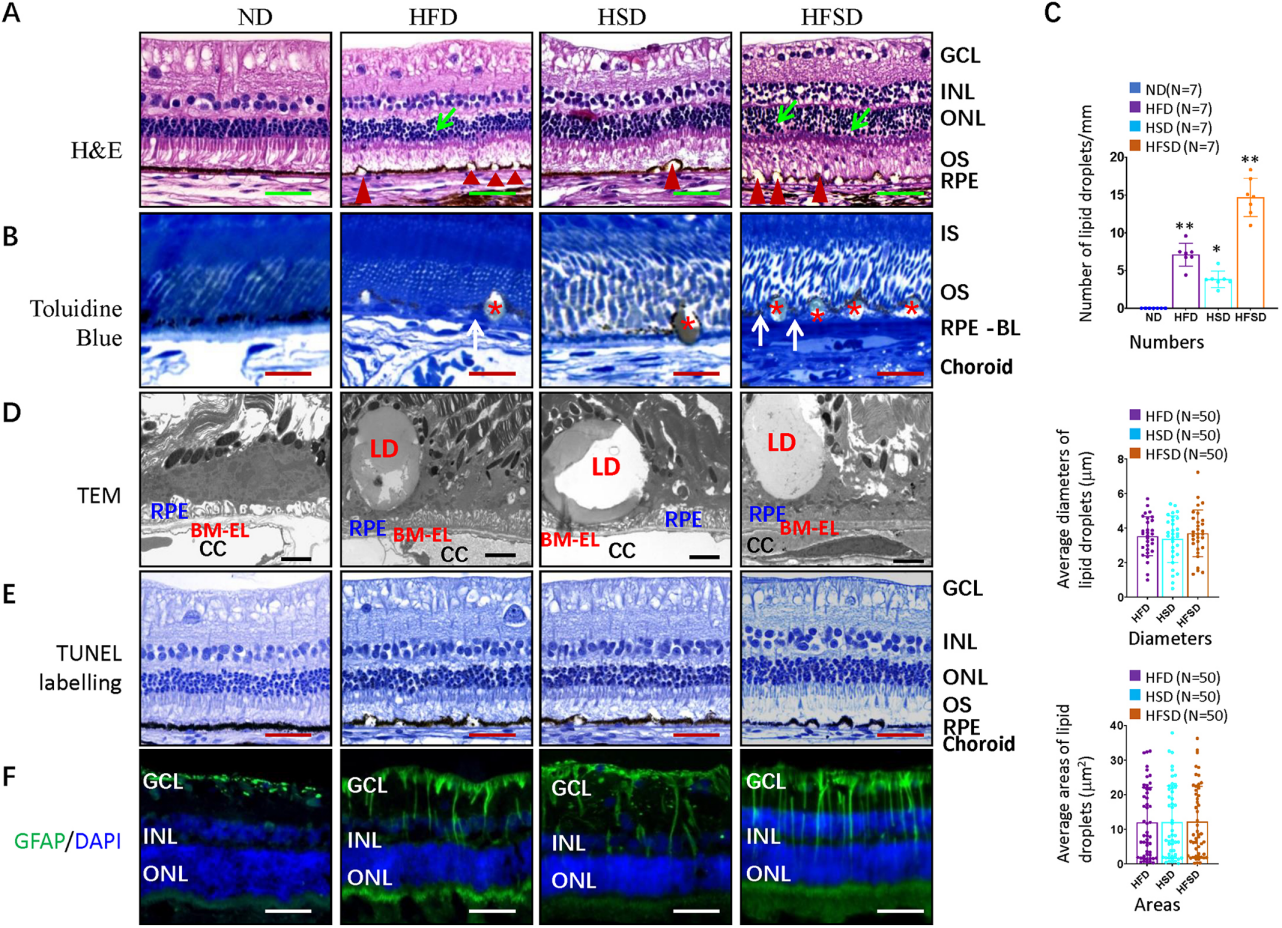
**Light, transmission electron and fluorescence microscopy images showing stained rabbit retinas.** (A-F) Retinas of rabbits that had been fed different diets for 6 months as indicated were analyzed, using H&E staining (A), Toluidine Blue staining (B), TEM (D), TUNEL labeling (E) or staining for GFAP (F). H&E staining shows retinal pyknotic nuclei (green arrows), lipid droplets between RPE and rod outer segments (red arrowheads). (B) Toluidine Blue staining shows lipid deposits (asterisks) and mound as basal laminar deposits (BlamD, white arrows) internal to the RPE basement membrane. (C) Quantification of the number of lipid droplets (per mm length of the outer retina (top), the average diameter of lipid droplets (in μm), and the average area of lipid droplets (in μm^2^) in retinas of diet groups as indicated based on H&E staining. (D) TEM images of retinal pigment epithelium (RPE) cells and Bruch's membrane show lipid droplets (LD), RPE cells, an elastic layer of Bruch's membrane (BM-EL) and choriocapillaris (CC) structures. (E) TUNEL labeling of retinal sections obtained from diet groups as indicated stained for nuclei (hematoxylin, blue) and cell death (TUNEL, brown). (F) Retinal sections from diet groups as indicated stained for nuclei (DAPI, blue) and GFAP (green). Error bars represent ±s.d. Significance was determined using one-way ANOVA followed by Bonferroni correction (*P<0.05, **P<0.01). RPE-BL, basal laminar of retinal pigment epithelium; IS, photoreceptor inner segments; OS, photoreceptor outer segments; ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer. ND, normal diet; HFD, high-fat diet; HSD, high-sucrose diet; HFSD, high-fat plus high-sucrose diet. Scale bars: 100 μm (A,E,F), 20 μm (C), 1 μm (D).

Consistent with SD-OCT results (Fig. 3N), the number of lipid droplets around RPE was highest in the HFSD-fed group, followed by HFD- and HSD-fed groups (Fig. 4C). However, size and area of these lipid droplets varied, and we found no significant differences between these groups (Fig. 4C). Transmission electron microscopy (TEM) also revealed that the dome-shaped vacuoles were lipid droplets surrounding RPE cells in the subretinal space (Fig. 4D). We also observed other pathological retinal changes. First, staining with Toluidine Blue identified basal laminar deposits (BlamD) that accumulate internally to the RPE basement membrane in HFD and HFSD eyes (Fig. 4B). Second, there were some features of retinal degeneration, such as pyknotic nuclei in the ONL (Fig. 4A). However, TUNEL staining at this stage failed to identify any cell death (Fig. 4E). As TUNEL staining primarily detects apoptosis, other types of cell death, such as necrosis and pyroptosis, may not be detected by TUNEL staining and, therefore, may be presented in this animal model. However, staining for glial fibrillary acidic protein (GFAP) to identify activated Müller glia, suggested reactive gliosis in the three experimental groups (Fig. 4F), supporting the notion of retinal degeneration.

### HFSD increased the C3 level in the eye

The level of circulating C3 was followed monthly, and aqueous C3 was measured at the start and end of the experiment (Fig. 5A,B). At the end of the experiment, C3 levels of the HFSD group were lower in the serum (Fig. 5A) but higher in the aqueous humor compared with the control group (Fig. 5B). The increase of C3 in the eye was confirmed by immunological staining of C3 in the retina (Fig. 5C,D).

**Fig. 5.**
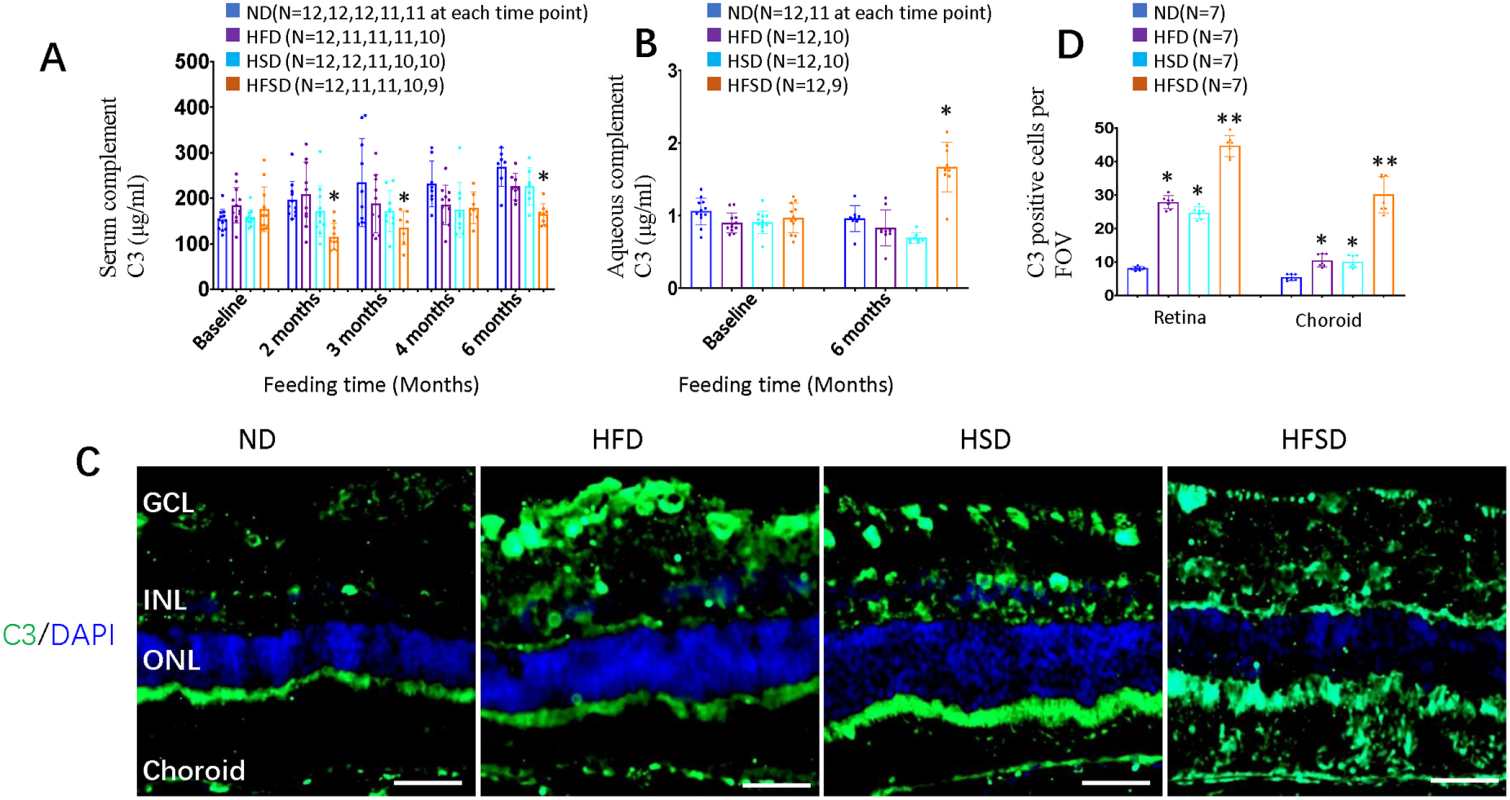
**Effects of ND (control), HFD, HSD or HSFD on levels of C3 in the peripheral blood plasma and aqueous humor of the eye.** (A) Serum concentration (in µg/ml) of complement C3 at time points or in diet groups as indicated, showing that a HSFD results in reduced levels of C3. (B) Aqueous humor concentration (in µg/ml) of complement C3 at time points or in diet groups as indicated, showing that, after 6 months, a HFSD results in increased levels of ocular C3. (C) Horizontal retinal sections of indicated groups after 6 months of feeding were stained for nucleus (DAPI, blue) and C3 (green). ONL: outer nuclear layer; INL: inner nuclear layer; GCL: ganglion cell layer. Scale bars: 50 μm. (D) Quantification of C3-positive cells per field of view (FOV) in the retina and choroid in diet groups as indicated, showing that HFD, HSD or HFSD all increased the number of C3-positive cells. Error bars represent ±s.d. Significance was determined using one-way ANOVA followed by Bonferroni correction (*P<0.05, **P<0.01). ND, normal diet; HFD, high-fat diet; HSD, high-sucrose diet; HFSD, high-fat plus high-sucrose diet. Scale bars: 100 mm.

### HFSD reduced retinal vessel density

Fundus fluorescein angiography (FFA) showed a merangiotic retinal vascular pattern in rabbits. During the early and late phases of FFA, HFD and HFSD rabbits had much fewer fluorescent labelled retinal vessel branches than control rabbits (Fig. 6A,B). The fluorescent labelling of retinal vessels was not continuous in the HFD and HFSD rabbits, suggesting fluorescent labelling defects and interruption of blood flows (Fig. 6A,B, blue arrows). The retinal vascular abnormalities were further examined on whole-mount preparations stained for vascular endothelial cells by using isolectin B_4_ (IB4), which confirmed the vascular density reduction of retinal vessels (reduced vessel area, increased lacunarity), while the average vessel length had not changed (Fig. 6C-F). HSDs did not affect retinal blood vessels (Fig. 6C-F).

**Fig. 6.**
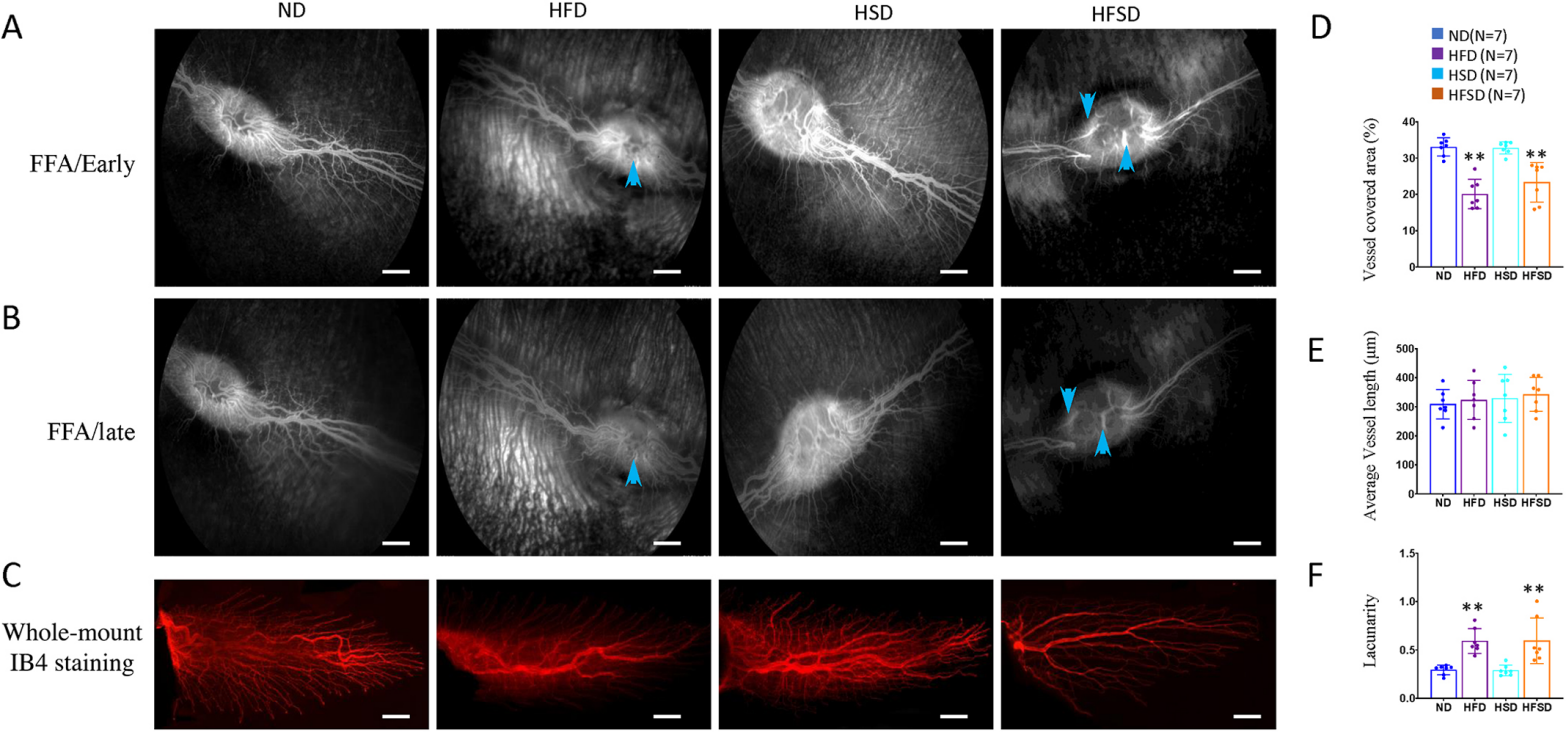
**Changes in retinal vasculature and circulation in rabbits after feeding an ND (control), HFD, HSD or HSFD for 6 months.** (A,B) Fundus fluorescein angiograph (FFA) images (early phases, A; late phases, B) were taken by the Heidelberg multimodal imaging system Spectralis. Blue arrows indicate fluorescence filling defects, suggesting interruption of blood flow. (C) Whole-mount retinal staining for IB4 (red) to detect retinal vessels in rabbits after 6 months of feeding as indicated. (D-F) Quantification of vessel-covered area (in %) (D), average vessel length (in μm) (E) and lacunarity (F) after whole-mount IB4 staining for microglia in rabbit retinas as indicated. Error bars represent ±s.d. Significance was determined using one-way ANOVA followed by Bonferroni correction (**P<0.01). ND, normal diet; HFD, high-fat diet; HSD, high-sucrose diet; HFSD, high-fat plus high-sucrose diet. Scale bars: 50 µm.

### RNA sequencing revealed changes in the metabolism of the rabbit retina

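RNA was sequenced from 8 retinas of male Chinchilla rabbits, 2 from each of 4 diets kept for 6 months. The ND group received standard chow. The HFD contained 10% lard and 0.5% cholesterol, and the HSD contained 40% sucrose. The HFSD combined the lard and cholesterol of the HFD with sucrose at 35%. RNA was extracted with TRIzol, libraries were made with the TruSeq kit and sequenced on a HiSeq instrument. The authors trimmed the reads, mapped them to the rabbit genome with TopHat2, discarded reads that mapped to several places and computed FPKM (the fragments on a gene, scaled for its length and the depth of the library) for each gene with their own script. The deposited table holds these FPKM values for 25666 genes in 8 libraries, of which 19293 are protein-coding, and 13297 of the protein-coding genes carry a symbol. The genome build is not named, so genes are given by symbol and without coordinates. The values of each library fell on steps that correspond to whole fragments, for 100% of the values above 0, and these steps gave the depth that each library was divided by. It was 19561990 and 17706804 in the ND retinas, 19970643 and 18248202 in HFD, 15764577 and 17249551 in HSD, and 22785832 and 15779088 in HFSD. It is not the sum of fragments over genes, which was 18858097 and 18161564 in ND, 20430574 and 17919156 in HFD, 15223636 and 16787533 in HSD, and 22293585 and 15231684 in HFSD. On a gene of 1000 bases, 1 fragment was therefore worth between 0.0439 FPKM in the deepest library and 0.0634 FPKM in the shallowest. Numbers of fragments give the smallest counting error possible and not the spread between retinas. The paper describes no marking of PCR copies, which would make the error larger. For tests, FPKM values were used as deposited, as log2(FPKM + 1), in limma with all 8 libraries in 1 model. Genes entered a test when at least 2 libraries reached 1 FPKM, which left 12204 protein-coding genes. A fold change on this scale understates the change of genes with low FPKM. With 2 retinas per diet, a single retina can decide a mean, so each retina was also left out in turn. The ND retinas serve all 3 comparisons, which share their chance differences.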

To understand the mechanisms of the above retinal phenotypes, we performed RNA sequencing of retinal cells (two retinas examined per group) obtained from ND-, HFD-, HSD- or HFSD-fed rabbits after 6 months of feeding.

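Fold changes were computed for the 19293 protein-coding genes as the mean FPKM of a diet group plus 1, divided by the mean FPKM of the ND group plus 1. Genes passed when the fold exceeded 1.54 or lay below 0.65. In the HFD group 339 genes passed, 183 higher and 156 lower than in ND retinas. In the HSD group 762 passed, 295 higher and 467 lower. In the HFSD group 661 passed, 198 higher and 463 lower. Of the choices varied, the pseudocount moved these counts most. With 0.1 in place of 1, the counts were 1533 in HFD, 2311 in HSD and 2145 in HFSD. Both retinas of the diet lay beyond both ND retinas for 230 of the 339 genes in HFD, 529 of 762 in HSD and 496 of 661 in HFSD. Chance separates 2 retinas from 2 others in 33.3% of genes, and over all genes tested the groups were separate in 25.87%, 38.98% and 42.26%. The share of 33.3% is no baseline for genes past the limits. These were selected on the difference of the same means, which raises their separation without any effect. Left-out retinas changed the selection. With each of the 4 retinas left out in turn, 94 genes in HFD, 203 in HSD and 195 in HFSD passed every time. Both group means were under 2 FPKM for 57, 180 and 123 of the genes.
The fold rule takes no account of the spread between retinas. Applied to single retinas of the same diet, it selected between 616 and 1335 genes. Applied to 1 retina of a diet and 1 ND retina, it selected between 966 and 1224 genes for HFD, between 1143 and 1450 for HSD and between 986 and 1569 for HFSD.

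**Figure D1:**
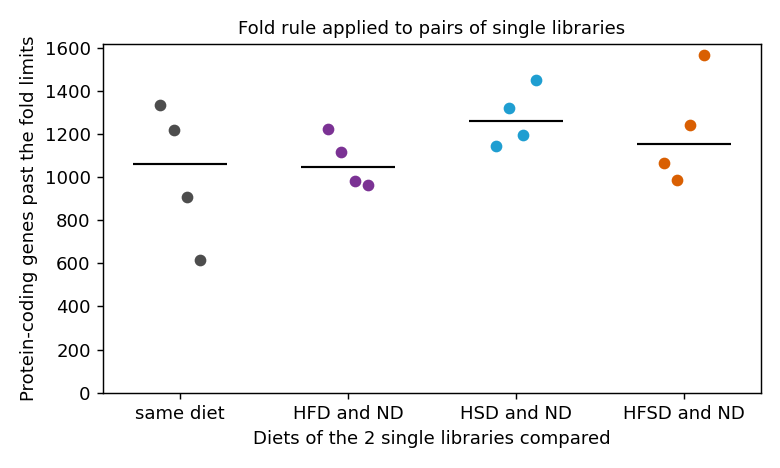
Number of protein-coding genes past the fold limits when 2 single retinas are compared. Each point is 1 pair of libraries and each line is the median of 4 pairs. The medians are 1062.5 genes for pairs of the same diet, 1048.5 for HFD and ND, 1259 for HSD and ND, and 1152.5 for HFSD and ND, and the points of the 4 kinds of pair overlap.

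With limma and Benjamini-Hochberg adjustment over the 12204 genes tested, 1 gene had an adjusted p under 0.05 in HFD, 7 in HSD and 2 in HFSD. At an unadjusted p under 0.05 there were 526, 879 and 985 genes, and chance alone gives 610. In HSD, S100A13 fell from 33.6±7.30 to 3.27±0.805 FPKM (s.d., n=2 in each group), a log2 fold change of -3.01 (standard error 0.211, adjusted p=0.00715 from limma with Benjamini-Hochberg adjustment). S100A1 changed by -2.52 and PXYLP1 by -2.15 on the log2 scale, with adjusted p of 0.0410 and 0.0433 from the same limma test with Benjamini-Hochberg adjustment. The genes called higher in HSD with a symbol were OPN1SW, the opsin of short-wavelength cones, and BAG2, a co-chaperone. In HFSD, SRGN, which encodes the proteoglycan serglycin, fell from 40.5±2.47 to 7.15±1.61 FPKM (s.d., n=2), a log2 fold change of -2.36 (standard error 0.161, adjusted p=0.00604 from limma with Benjamini-Hochberg adjustment). SRGN was also called in HSD, with a log2 fold change of -1.73. One gene without a symbol was called in all 3 diets. Over 7 other settings of the limma fit, the Benjamini-Hochberg adjusted p ranged from 0.00488 to 0.0950 for S100A13, from 0.0287 to 0.186 for S100A1, from 0.0305 to 0.223 for PXYLP1, from 0.0277 to 0.186 for BAG2, from 0.0277 to 0.114 for OPN1SW and, in HFSD, from 0.00462 to 0.147 for SRGN.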

We identified 189, 523 or 433 differentially expressed genes (DEGs) in retinas from rabbits on HFD, HSD or HFSD, respectively, compared to ND retinas (Table S1 and GSE276438 in GEO database).

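Lists of genes for the processes below were written from general knowledge with Table S1 at hand, which is computed from the same retinas. It holds 30 of the 36 muscle genes, 14 of the 30 genes of vascular transport and 7 of the 15 melanin genes, so that the p values of these lists are not independent evidence. Each list was tested against all other tested genes with limma's camera test, with Benjamini-Hochberg adjustment over 36 tests (12 lists in 3 diets). Camera presets a correlation of 0.01 between genes of a list. The calls were repeated with fry, a rotation test, and with the correlation estimated from the libraries. No gene of the lists in this paragraph had an adjusted p under 0.05 over all genes in a diet against ND, while the numbers at an unadjusted p under 0.05 are given with each list.
Of 36 muscle genes, 30 were found in the table, in 31 entries since MYH4 stands there more than once, and 9 reached the filter. Their median log2 fold change was -0.026 in HFD, 1.50 in HSD and -0.048 in HFSD, with camera adjusted p of 0.958, 2.21e-05 and 0.956 after Benjamini-Hochberg adjustment. The call in HSD did not hold under fry (0.271) or the estimated correlation (0.268). All 31 entries passed the upper fold limit in HSD. Without HSD replicate 2, only 1 of them did, and the median of the list was 0.072. At an unadjusted p under 0.05 there were 2 genes in HSD, and 0 were called over the list alone.
Of 30 genes of blood-brain barrier and vascular transport, 24 were tested. Their median log2 fold change was -0.13 in HFD (15 of 24 lower), -0.59 in HSD (19 lower) and -0.56 in HFSD (21 lower), and the camera adjusted p was 0.0421, 4.48e-09 and 1.17e-08 with Benjamini-Hochberg adjustment. In HSD and HFSD the calls held under fry and under the estimated correlation, and in HFD under fry only. When adjusted over the list alone, 0 genes were called in HFD, 8 in HSD and 9 in HFSD, beside 3, 11 and 12 at an unadjusted p under 0.05. The genes past the lower fold limit numbered 4, 13 and 12, of which 2, 5 and 6 passed with each retina left out in turn. The 4 retinas with sucrose were also compared with the 4 without, in a fit of 2 groups chosen after a principal component had separated them. There 5 genes of this list had an adjusted p under 0.05 over all genes (limma with Benjamini-Hochberg adjustment), all 5 lower with sucrose. In the muscle and melanin lists 0 did (0 and 3 at an unadjusted p under 0.05). Here and below, calls of this comparison come from that fit, which called 141 genes. The model with 4 diets called 42, of which 38 were shared, so a call may depend on the fit. Markers of endothelium had medians of 0.034, -0.32 and -0.60 in HFD, HSD and HFSD, and those of mural cells 0.053, -0.69 and -0.70. The 2 ND retinas lay at 0.71 and -0.71 around their mean for endothelium. A lower share of vessel cells in the libraries was therefore not separated from lower expression of transport genes in these cells.
Of 15 melanin genes, 9 were tested, with medians of -0.12, -0.51 and -0.84 in HFD, HSD and HFSD and camera adjusted p of 0.0107, 0.00369 and 0.00495 with Benjamini-Hochberg adjustment. The calls in HSD and HFSD held under fry, and none of the 3 held under the estimated correlation. When adjusted over the list alone, 0, 2 and 3 genes were called, beside 2, 4 and 4 at an unadjusted p under 0.05. The lower fold limit was passed by 6, 6 and 7 genes of the list, and with each retina left out in turn 2, 3 and 2 passed every time. DCT, OCA2, PMEL, RAB27A, SLC45A2 and TYRP1 passed it in all 3 diets, but DCT was at 10.5 and 2.01 FPKM in the ND retinas. DCT, OCA2, PMEL and TYRP1 also stand in a list of pigment epithelium markers without retinoid genes, whose medians were -1.19, -1.47 and -1.54. A lower share of pigment epithelium in the libraries was not separated from lower expression of melanin genes within it.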

Gene Ontology (GO) analysis indicated that the most upregulated GO biological process included Muscle Contraction (GO: 0006936), Sarcoplasmic Reticulum Calcium Ion Transport (GO: 0070296) and Negative Regulation of VEGF Signaling Pathway (GO: 1900747), while most downregulated GO biological process included Blood-Brain Barrier (GO: 0150104), Vascular Transport (GO: 0010232), Regulation of Angiogenesis (GO: 0045765), Vitamin A Metabolic Process (GO: 0006776), Retinoid Metabolic Process (GO: 0001523), Melanin Biosynthetic Process (GO: 0042438), Sensory Perception of Light (GO: 0050953) and TGF Beta Receptor Pathway (GO: 0007179) (Fig. S2A,B).

Gene list enrichment analysis using Enrichr (https://maayanlab.cloud/Enrichr/) indicated only one enriched pathway (Apelin pathway) of upregulated DEGs, present in the HSD group only (Fig. 7A). 

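Of 71 listed genes of apelin signalling, 45 were tested. In HSD, 22 were higher and 23 lower than in ND retinas, with a median log2 fold change of -0.017 (0.017 when scaled to the summed fragments of each library, and between 0.0003 and 0.046 with each retina left out in turn) and an adjusted p of 0.904 (limma's camera test with Benjamini-Hochberg adjustment). In HFD the median was -0.050 (adjusted p=0.128) and in HFSD 0.017 (adjusted p=0.452), from the same test of limma with Benjamini-Hochberg adjustment. No gene was called in any diet against ND, whether over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 there were 3 in HFD, 7 in HSD and 5 in HFSD. GNAI2 was called between the 4 retinas with sucrose and the 4 without (-0.48, adjusted p=0.0358 from limma with Benjamini-Hochberg adjustment), a comparison chosen after a principal component had separated them. The genes of the list past the upper fold limit in HSD were MYL2, MYL3, MYL4, MYLK3, NOS1 and RYR1, and those past the lower limit were APLN, APLNR, EGR1, ITPR3 and SPP1. MYL2, MYL3 and RYR1 reached 1 FPKM in HSD replicate 2 only, so the filter kept them out of the camera test. That test covers the tested genes of the list together. It leaves open whether the list is enriched among genes past the upper limit, which the paper reports. Without HSD replicate 2, 0 genes of the list passed the upper limit. The ligand APLN was at 2.41±0.00737 FPKM in ND and 0.914±0.241 FPKM in HSD (s.d., n=2), which rests on 11 and 10 fragments in ND and 4 and 3 in HSD. Its log2 fold change in HSD was -0.84 (standard error 0.268, adjusted p=0.533 from limma with Benjamini-Hochberg adjustment). In HFD, APLN passed the upper fold limit, at 3.64 and 5.39 FPKM from 17 and 23 fragments. The HFSD retinas lay on either side of ND, at 1.69 and 3.25 FPKM. The receptor APLNR was at 10.6 FPKM in 1 ND retina and listed at 0 in the other, and at 0 and 0.355 FPKM in the HSD retinas. The muscle genes MYL1, ACTA1 and CKM, which fall below the filter and were fitted without it, were at 0, 0.224 and 0 FPKM in HSD replicate 1 and at 141, 105 and 57.1 FPKM in HSD replicate 2. Their adjusted p from limma with Benjamini-Hochberg adjustment was 0.774 for each.

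**Figure D2:**
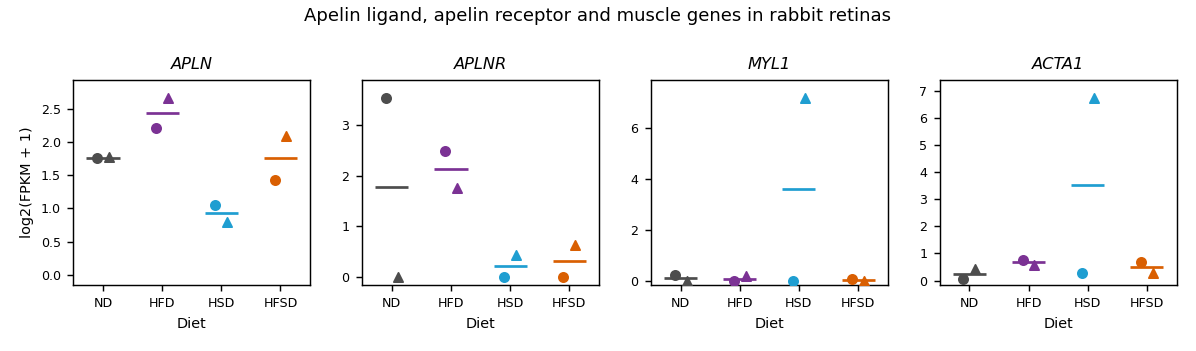
Expression of APLN, APLNR, MYL1 and ACTA1 as log2(FPKM + 1) in each retina, by diet. Circles are replicate 1, triangles are replicate 2 and lines are the means of 2 retinas. MYL1 and ACTA1 are above 100 FPKM in HSD replicate 2 and under 1 FPKM in the other 7 retinas. APLN is lower in both HSD retinas, and higher in both HFD retinas, than in both ND retinas.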

The Apelin pathway is mainly related to energy metabolism and, possibly, some inflammatory pathways (Hu et al., 2021). However, common inflammatory pathways, including those of TNF, PI3K−Akt, MAPK and TGF-β, were not enriched in upregulated DEGs (Fig. 7A). 

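Of 38 inflammatory genes (cytokines, chemokines, their receptors and adhesion molecules), 33 were found in the table and 15 reached the filter. Their median log2 fold change was -0.025 in HFD, -0.19 in HSD and -0.17 in HFSD, with 6, 3 and 3 of the 15 genes higher than in ND retinas. The adjusted p was 0.500, 0.188 and 0.0713 (limma's camera test with Benjamini-Hochberg adjustment). With fry it was 0.0453 in HSD and 0.0469 in HFSD, both for a fall. No gene was called over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 there were 0, 0 and 2 genes. VCAM1 was the gene past the upper fold limit in HFSD, where CSF1 and CXCL13 passed the lower limit, and 0 genes passed either limit in HFD and HSD.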

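Of 10 dual-specificity phosphatases that act on MAP kinases, 4 of them in Table S1, which was at hand when the list was written, 8 were tested. Their median log2 fold change was -0.24 in HFD, -0.20 in HSD and -0.32 in HFSD, with 5, 6 and 7 of 8 genes lower than in ND retinas, and the adjusted p was 0.0265, 0.0134 and 0.0184 (limma's camera test with Benjamini-Hochberg adjustment). With fry, the calls in HSD and HFSD held (0.0438 in each), and none held with the estimated correlation (0.126, 0.110 and 0.118). No gene was called over all genes. When adjusted over the list alone, 2, 3 and 3 genes were called, beside 2, 4 and 3 at an unadjusted p under 0.05. DUSP2 and DUSP6 passed the lower fold limit in all 3 diets, with each retina left out in turn. DUSP4 passed it in HSD, though not with each retina left out. DUSP1 passed the upper limit in HFD, and without HFD replicate 2 no gene of the list did.
Of 33 genes of the TGF-β receptor pathway, 10 of them in Table S1, 26 were tested, with medians of -0.077 in HFD, -0.20 in HSD and -0.33 in HFSD and an adjusted p of 0.472, 0.0558 and 0.00944 from the same camera test with Benjamini-Hochberg adjustment. In HSD the sign rested on 1 retina, with a median of 0.044 without HSD replicate 1. The call in HFSD did not hold under fry (0.152) or the estimated correlation (0.268). When adjusted over the list alone, 0, 0 and 2 genes were called, against 0 over all genes, and 2, 5 and 4 had an unadjusted p under 0.05. The genes past the lower fold limit in HFSD were BAMBI, COL1A2, COL3A1, ENG, FOS, ID1, ID2, ID3 and TGFB2. With each retina left out in turn, 4 of these passed every time. In HFD, ID1, ID2 and ID3 passed the upper limit, 2 of them every time, and COL3A1 passed the lower limit. In HSD, ID2 passed the upper limit, and BAMBI, BMP2 and FOS the lower, 1 of them every time. BAMBI and TGFB2 were called over all genes between the 4 retinas with sucrose and the 4 without, both lower with sucrose, in a comparison chosen after a principal component had separated them (limma with Benjamini-Hochberg adjustment).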

GO term analysis suggested downregulation of molecular functions of MAP Kinase Tyrosine Phosphatase Activity (GO: 0033550) and Type II TGF Beta Receptor Binding (GO: 0005114) (Fig. S2F).

**Fig. 7.**
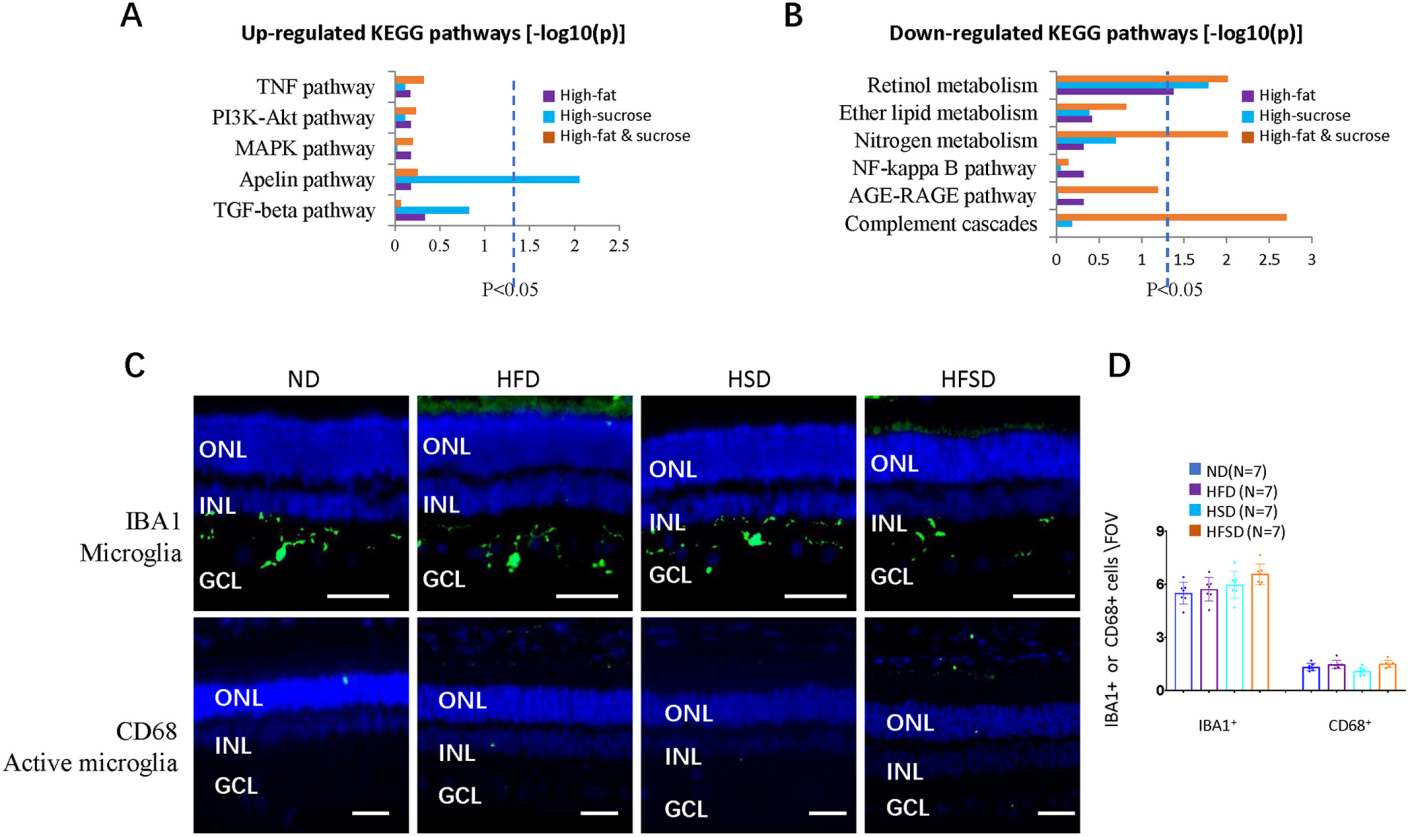
**Retinal RNA sequencing, IBA1^+^ and CD68^+^ microglia in rabbits after feeding an ND (control), HFD, HSD or HSFD for 6 months.** (A,B) Gene list enrichment analysis using Kyoto Encyclopedia of Genes (KEGG) 2022 data sets in Enrichr of upregulated DEGs (A) and downregulated DEGs (B) (−log10 P). Dotted line indicates *P*<0.05. (C) Horizontal retinal sections in rabbits after 6 months of feeding as indicated, showing nuclei (DAPI, blue), retinal microglia (IBA1, green) and activated microglia (CD68, green). ONL: outer nuclear layer; INL: inner nuclear layer; GCL: ganglion cell layer. Scale bars: 50 µm. (D) Quantification of IBA1-positive (IBA1^+^) or CD68-positive (CD68^+^) cells per field of view (FOV) in retinas of rabbits after 6 months of feeding as indicated. Error bars represent the ±s.d. of measurements from at least seven animals. ND, normal diet; HFD, high-fat diet; HSD, high-sucrose diet; HFSD, high-fat plus high-sucrose diet.

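The 8 genes of retinol metabolism examined were CYP26B1 and CYP26C1, which clear retinoic acid, the retinol dehydrogenases RDH5 and RDH10, ALDH1A1, which makes retinoic acid, LRAT, which forms retinyl esters, BCO1, which cleaves β-carotene, and the isomerase RPE65. The lower fold limit was passed by 4 of them in HFD (CYP26C1, LRAT, RDH5 and RPE65) and by 7 in HSD and in HFSD (the same genes except CYP26C1, with ALDH1A1, BCO1, CYP26B1 and RDH10). With each retina left out in turn, 3 passed every time in HFD, 6 in HSD and 7 in HFSD. RDH5 was at 14.2±0.921 FPKM in ND, 2.72±0.00613 in HFD, 1.81±0.0179 in HSD and 2.08±1.59 in HFSD (s.d., n=2). Its log2 fold changes were -2.02, -2.43 and -2.40 (standard error 0.320), with adjusted p of 0.505, 0.0906 and 0.103 from limma with Benjamini-Hochberg adjustment. Over 7 other settings of the limma fit, the Benjamini-Hochberg adjusted p of RDH5 in HSD ranged from 0.0431, in the fit of only the 4 libraries compared, to 0.199. RDH10 changed by -0.47, -0.84 and -1.04, and each retina of the diets was below both ND retinas. ALDH1A1 was at 13.8 and 67.5 FPKM in the 2 ND retinas. Its means were 50.6±3.95 FPKM in HFD, 2.47±1.86 in HSD (s.d., n=2), the HFSD retinas were at 1.68 and 5.52 FPKM, and the log2 fold changes were 0.69, -3.31 and -2.93. CYP26B1 changed by 0.14, -1.08 and -1.23. In HFD, the signs of ALDH1A1 and CYP26B1 changed with the retina left out, to -0.41 for ALDH1A1 without ND replicate 1 and to -0.12 for CYP26B1 without HFD replicate 2. CYP26C1 was at 3.20 and 0.469 FPKM in the ND retinas and changed by -0.88, -0.10 and 0.18, while its fold of the group means in HFSD, each plus 1, was 0.992. In HSD and HFSD the sign of CYP26C1 changed with the ND retina left out, from 0.66 to -0.86 and from 0.94 to -0.58. BCO1, which was below the filter and was fitted without it, had 153 and 95 fragments in ND and between 14 and 76 in the diets, and changed by -0.56, -0.75 and -0.76.
Over the 7 tested genes the median log2 fold change was -0.88 in HFD (5 of 7 lower), -2.16 in HSD (7 of 7 lower) and -2.26 in HFSD (6 of 7 lower), with adjusted p of 3.22e-05, 4.48e-09 and 1.05e-08 (limma's camera test with Benjamini-Hochberg adjustment). The study chose this list among the genes lower in these retinas, and all 8 stand in Table S1, so that neither these p values nor the counts of called genes below are independent evidence. In HFD the median was -1.63 without ND replicate 2. Against ND, 0 of the 7 had an adjusted p under 0.05 over all genes, and 4, 6 and 6 had an unadjusted p under 0.05. Adjusted over the list alone, 3, 6 and 6 were called. When the 4 retinas with sucrose were compared with the 4 without, after a principal component had separated them, limma called CYP26B1 (-1.22, adjusted p=0.0136) and ALDH1A1 (-3.47, adjusted p=0.0217) over all genes with Benjamini-Hochberg adjustment. In a wider list of 29 retinoid genes, 21 of them tested, the medians were -0.24, -0.20 and -0.39 and the camera adjusted p was 0.000349, 8.53e-06 and 1.17e-08 with Benjamini-Hochberg adjustment. The wider list holds the 8 genes named in the paper. Without these, a setting chosen after the values were seen, the medians over 14 genes were -0.13, -0.11 and -0.16, and the camera adjusted p was 0.105, 0.105 and 0.00394 (limma, Benjamini-Hochberg adjustment over 6 tests). The call in HFSD held under fry (0.0480) and not under the estimated correlation (0.134), and 1, 4 and 5 of the 14 genes had an unadjusted p under 0.05. In the wider list 0 genes were called over all genes against ND, 5, 10 and 11 had an unadjusted p under 0.05, and 4, 7 and 9 were called when adjusted over the list alone. Markers of the pigment epithelium that have no part in retinol metabolism fell as well, with medians over 12 genes of -1.19, -1.47 and -1.54. ALDH1A1 is also a marker of the dorsal retina, and other dorsal markers were lower in both diets with sucrose. The paper relates the lower expression of these genes to the lipid droplets that it found around RPE cells in the 3 diets.

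**Figure D3:**
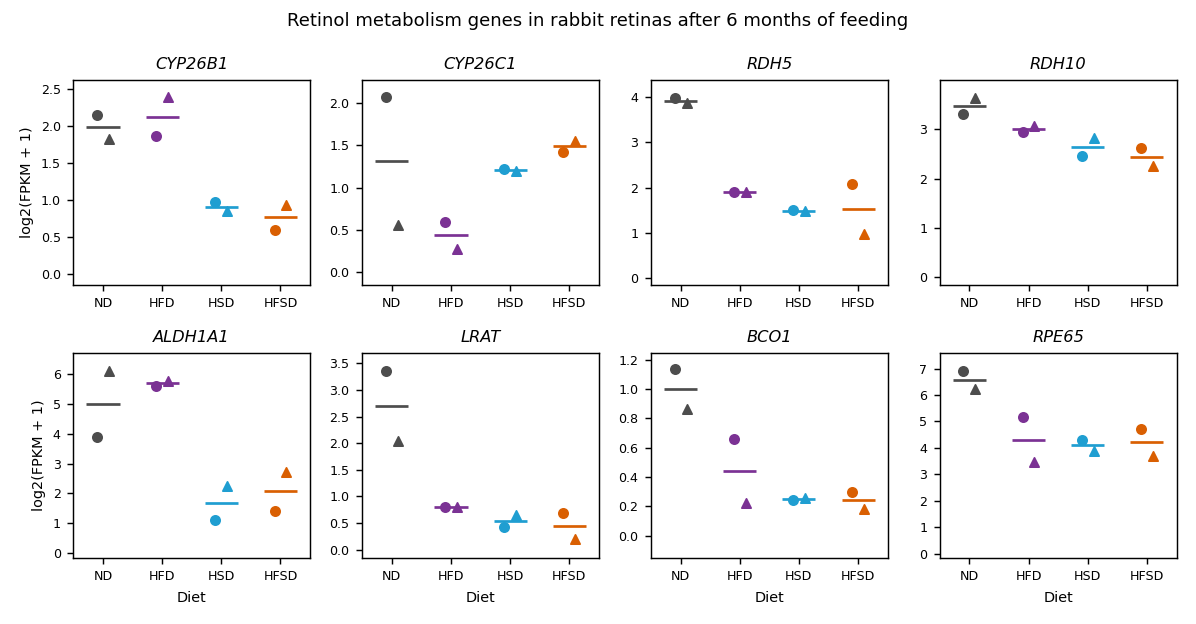
Expression of 8 retinol metabolism genes as log2(FPKM + 1) in each retina, by diet. Circles are replicate 1, triangles are replicate 2 and lines are the means of 2 retinas. RDH5, RDH10, LRAT, BCO1 and RPE65 are lower in every retina of the 3 diets than in both ND retinas, CYP26B1 and ALDH1A1 are so only in HSD and HFSD, and CYP26C1 overlaps the ND retinas in each diet.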

For the downregulated DEGs, retinol metabolism genes (including *CYP26B1*, *CYP26C1*, *RDH5*, *RDH10*, *ALDH1A1*, *LRAT*, *BCO1* and *RPE65*) were downregulated in all three groups (Fig. 7B), which is consistent with findings that they all form lipid droplets around RPE cells. 

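Of 17 genes of nitrogen metabolism (carbonic anhydrases and enzymes of glutamate, glutamine and urea metabolism), 15 were found in the table and 9 were tested. Of the 17, 6 are in Table S1, which was at hand when the list was written. In HFSD, 5 of the 9 were lower and 4 higher than in ND retinas, with a median log2 fold change of -0.14 and an adjusted p of 0.0265 (limma's camera test with Benjamini-Hochberg adjustment). In HSD the median was -0.19 (adjusted p=0.0378) and in HFD -0.14 (adjusted p=0.221), from the same test of limma with Benjamini-Hochberg adjustment. Under fry the adjusted p was 0.0140 in HFSD and 0.00927 in HSD, and under the estimated correlation neither call held (0.126 and 0.133). In the limma fit of only the 4 libraries compared, the Benjamini-Hochberg adjusted p of camera was 0.0775 in both. Over all 5 other settings, with that fit, fry and the estimated correlation among them, the Benjamini-Hochberg adjusted p from limma ranged from 0.0132 to 0.126 in HFSD and from 0.00927 to 0.133 in HSD. In HFD the sign depended on 1 retina, with a median of 0.023 without ND replicate 2. In HFSD the lower fold limit was passed by CA12, CA14, CA8 and the glutamine synthetase gene GLUL, and the upper limit by CA3. Of these, 2 passed the lower limit with each retina left out in turn. No gene was called over all genes against ND. GLUL was called between the 4 retinas with sucrose and the 4 without (-1.07, adjusted p=0.0136 from limma with Benjamini-Hochberg adjustment), a comparison chosen after a principal component had separated them. When adjusted over the list alone, 1, 2 and 3 genes were called in HFD, HSD and HFSD, beside 1, 3 and 4 at an unadjusted p under 0.05. The difference between the diets was not tested for this list.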

Nitrogen metabolism genes were also downregulated in the HFSD group (Fig. 7B). 

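The complement and coagulation genes examined were SERPINB2, SERPING1, C1S, C1R, C1QC, F2R, F3 and BDKRB2. In HFSD all 8 passed the lower fold limit, and 3 did so with each retina left out in turn. In HSD, F3 and SERPINB2 passed it, and in HFD 0 genes did. SERPINB2 fell from 3.32±0.922 FPKM in ND to 0.225±0.261 in HFSD (s.d., n=2), which rests on 3 and 21 fragments in HFSD, with a log2 fold change of -1.82 (standard error 0.301, adjusted p=0.177 from limma with Benjamini-Hochberg adjustment). C1QC fell from 4.47±0.499 to 1.99±0.0207 FPKM, a log2 fold change of -0.87, and F2R from 3.18±0.164 to 1.19±0.416 FPKM, a log2 fold change of -0.94. SERPING1, C1S and C1R changed by -0.70, -0.88 and -0.71, and C1R rested on 1 and 28 fragments in HFSD. F3 changed by -0.68 and was the gene whose HFSD retinas overlapped the ND retinas. BDKRB2, which was below the filter and was fitted without it, changed by -0.63, from 26 and 10 fragments in ND to 4 and 1 in HFSD. For the 8 genes the adjusted p in HFSD lay between 0.177 and 0.740. Between the 4 retinas with sucrose and the 4 without, a comparison chosen after a principal component had separated them, SERPINB2 (-1.82, adjusted p=0.00613) and SERPING1 (-0.77, adjusted p=0.0384) were called over all genes by limma with Benjamini-Hochberg adjustment.

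**Figure D4:**
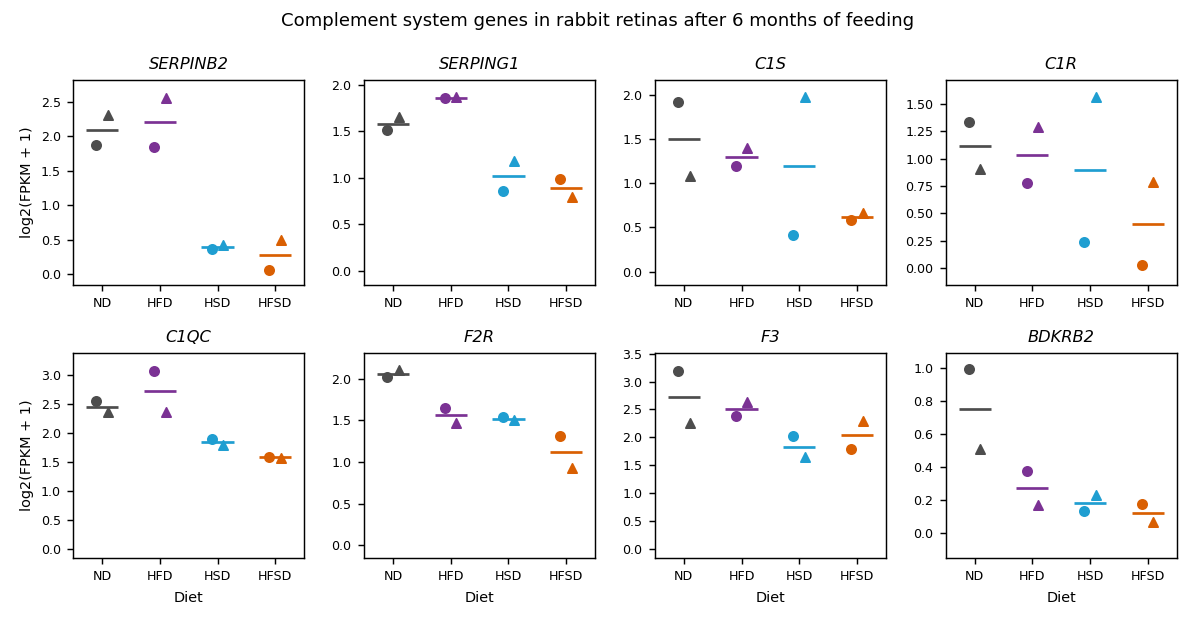
Expression of 8 complement and coagulation genes as log2(FPKM + 1) in each retina, by diet. Circles are replicate 1, triangles are replicate 2 and lines are the means of 2 retinas. Apart from F3, each gene is lower in both HFSD retinas than in both ND retinas.

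C3 was not analysed here, since no gene of the table carried that symbol.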

Interestingly, while we found C3 protein expression to be upregulated in the intraocular fluid of the HFSD group (Fig. 5B,D), genes of the complement system (including *SERPINB2*, *SERPING1*, *C1S*, *C1R*, *C1QC*, *F2R*, *F3* and *BDKRB2*) were downregulated in retinas of the HFSD group (Fig. 7B). As inflammation is closely related to AMD development, we used staining for the retinal microglial cell marker IBA1 and the microglia activation marker CD68. We found no differences between control and HFD, HSD, HFSD groups for either marker (Fig. 7C,D).

## DISCUSSION

In this study, we evaluated the long-term effect HFD, HSD or HFSD has on the retina of male Chinchilla rabbits. 

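Whether fat and sucrose together changed expression by more or less than their separate effects added up was tested with limma as the change from HSD to HFSD minus the change from ND to HFD. With Benjamini-Hochberg adjustment, 1 of 12204 genes had an adjusted p under 0.05. It was the gene without a symbol, and with a pseudocount of 0.1 in place of 1 there were 0 genes. At an unadjusted p under 0.05 there were 456 genes, and 450 with the pseudocount of 0.1. For the 7 tested genes of the retinol list, the interaction ranged from -0.31 to 2.38 on the log2 scale, with a median of 1.16, above 0 for 5 genes and below 0 for 2. This summary was chosen after the values of the genes had been seen. The interaction was 2.06 for RDH5 (standard error 0.453), 1.80 for LRAT (standard error 0.579) and 2.38 for RPE65 (standard error 0.796). For these genes the fall in HFSD was smaller than the sum of the falls in HFD and HSD on the log2 scale. Values of log2(FPKM + 1) cannot go below 0, however. For RDH5 and LRAT that sum is larger than their ND level on this scale, so a fall of that size was not possible. For these genes the interaction therefore cannot tell whether the effects of fat and sucrose add up. For RPE65 the sum stayed within the ND level. Its changes were of similar size in HFD, HSD and HFSD (-2.26, -2.48 and -2.35), which gives an interaction of the opposite sign and about that size. TTR, a gene of the pigment epithelium outside retinol metabolism, had an interaction of 2.15 (standard error 0.823). A difference of the 2 ND retinas other than diet would give such values too. The interaction of RPE65 therefore does not decide how fat and sucrose act together. Over all genes the lowest adjusted p in the list was 0.999 (limma with Benjamini-Hochberg adjustment). Adjusted over the list alone, 3 genes were called, and 3 had an unadjusted p under 0.05, RDH5 and LRAT among the latter. The study also chose the list on these retinas, so that this count is not independent evidence.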

We found that male Chinchilla rabbits on HFSD are a potential animal model to study early AMD and normal-weight dyslipidemia (NWD), and that these phenotypes depend on their synergistic effects on lipid metabolism, including retinol metabolism.

### The advantages of rabbits as an AMD model

To establish a translatable model of dry AMD is a great challenge. Several key factors, such as animal species, experimental inducer and analytic methods, can influence the model's success. For animal species, the eye size is our first consideration. Eyes of appropriate size allows us to perform *in vivo* ophthalmic examinations stably and follow the development of dry AMD-like fundus changes. Rodents with tiny eyeballs and large lenses hinder the application of ophthalmic instruments. They limit the quality of fundus images, therefore, introducing unsatisfying *in vivo* ophthalmic results in most rodent studies (Clarkson-Townsend et al., 2021). Non-human primates have the appropriate eye size and even macula structure but cost and availability challenge their usability as an efficient model. As an affordable animal species, rabbits have the appropriate eye size and have been used for various ophthalmic drug tests (Ramirez et al., 2006). The possibility of using clinical imaging systems to monitor their fundus changes made us choose the chinchilla-pigmented rabbit as our model species. As rabbits have no macular area and a melanotic vascular pattern, we here used the optic disc and surrounding area as the area of interest.

### Synergistic effects of fat and sucrose on lipid metabolism

In our study, feeding a HFD (10% lard, 0.5% cholesterol) or HSD (40% sucrose) for 6 months only had minor effects on total cholesterol, triglycerides and LDL. Female New Zealand white rabbits were fed a diet of 10% corn oil and 5% lard, which increased the serum triglycerides but not total cholesterol (Carroll et al., 1996). Male Japanese white rabbits fed with 10% coconut oil over 5 months did not show effects on triglyceride, total cholesterol, HDL or glucose serum levels (Waqar et al., 2010). Thus, the effects of HFDs on rabbits are gender- and breed-specific. Male New Zealand white rabbits fed a diet of 4% peanut oil and 0.5% cholesterol over 3 months showed increased levels of serum triglyceride and total cholesterol, supporting the idea that rabbits are susceptible to cholesterol-enriched diets (Filippi et al., 2009; Marchiani et al., 2015). Based on our observation that a HFD (0.5% cholesterol) in combination with normal sucrose intake did not induce hypercholesterolemia, we concluded that the Chinchilla rabbit breed used in our experiments is somehow resistant to the negative effects of a high-cholesterol diet. However, a HFSD (10% lard, 0.5% cholesterol, 35% sucrose) induced severe dyslipidemia, hypercholesterolemia and high levels of serum LDL, suggesting fat and sucrose act synergistically to induce dyslipidemia in Chinchilla rabbits. This has been observed in a mouse model of fatty liver and depends on the critical enzyme fructokinase ketohexokinase (KHK) in fructose metabolism (Ishimoto et al., 2013). In brief, HFD could only induce steatosis, while HFSD induced more-severe steatosis with other complications. Despite similar energy intake, KHK-null mice fed an HFSD were protected from developing hepatic inflammation and fibrosis. The mechanism for fructose-induced fatty liver is dependent on KHK isoform C (KHK-C) that is distinct from most nutrition-based enzymes since it causes transient ATP depletion before the downstream production of ATP (Ishimoto et al., 2012). If this enzyme is also the central mechanism of this synergistic effect in Chinchilla rabbits, it deserves further investigation. In the future, HFSD plus KHK-C delivery may enhance the phenotypes of this animal model (Herman and Birnbaum, 2021).

### Normal-weight dyslipidemia

Individuals diagnosed with dyslipidemia are often affected by obesity; however, non-obese individuals with dyslipidemia and metabolic abnormalities constitute another important patient group (Højland Ipsen et al., 2016). The latter condition is also referred to as normal-weight dyslipidemia (NWD) (Højland Ipsen et al., 2016). As feeding a HFD or HSD had no significant effects on lipid metabolism, it is reasonable to assume that they did not induce obesity in Chinchilla rabbits. However, HFSD-fed male Chinchilla rabbits had average weight and BMI but severe dyslipidemia. Thus, they either showed NWD (Højland Ipsen et al., 2016) or metabolically unhealthy normal weight (MUNW) (Badoud et al., 2015). A possible mechanism is that these rabbits have increased levels of HDL. Several studies have also reported that HFSDs induce rabbit NWD. For instance, a HFD (10% corn oil, 8% lard) fed over 1.5 months can induce metabolically obese normal weight (MONW) in male hybrid Flanders rabbits (Alarcon et al., 2018). HFSD (37% sucrose, 10% pork lard) for 6 months (Yin et al., 2002) and HFSD (30% sucrose, 10% fat) for 12 months (Liu et al., 2016) can induce weight loss and dyslipidemia in male New Zealand white rabbits. NWD and/or MUNW affects ∼30% of normal-weight persons globally but its mechanism is still unknown (Klitgaard et al., 2020). Our HFSD-fed Chinchilla rabbits may, therefore, be a suitable animal model for studying this human disease.

### RPD-like lesions and lipid droplets around RPE

The most striking findings in the retina of HFSD-fed Chinchilla rabbits are RPD-like lesions (identified by SD-OCT) and lipid droplets around RPE cells (identified by Toluidine Blue staining and TEM). By using SD-OCT, these lesions were visible in our experiments between the RPE and the ellipsoid zone (photoreceptor segments); they did no display as conventional drusen that have a hyporeflective core and, generally, are located under layers of the RPE. Retinal lesions in our rabbit model appeared − like RPDs − as high-density dome-shaped spots that were hyper-reflective and situated between the ellipsoid layer and RPE (Wightman and Guymer, 2019; Wu et al., 2022). Interestingly, when using TEM, most of these RPD-like lesions were large lipid droplets around RPE cells. Lipid droplets are storage organelles consisting of a hydrophobic core of neutral lipids surrounded by phospholipid monolayer membranes. Although prevalent in adipocytes and liver hepatocytes, they are found in virtually every cell type (Zadoorian et al., 2023). RPE cells produce retinyl ester-containing cytoplasmic storage particles and are referred to as retinosomes (Imanishi et al., 2004; Palczewska et al., 2010); they are structurally identical to lipid droplets (Orban et al., 2011). Retinosome formation depends on lecithin-retinol acyltransferase (LRAT), which is essential for regeneration of the chromophore 11-cis-retinal (Hara et al., 2023; Imanishi et al., 2004). Retinosomes enlarge in Rpe65^−/−^ mice as all-trans-retinyl esters cannot be isomerized, and more retinoids are retained in the retinosomes (Imanishi et al., 2004; Palczewska et al., 2010). RNA sequencing of retinas from our animal model revealed downregulated retinol metabolism genes, including RPE65 and LRAT (Table S1), supporting enlarged lipid droplets that result from dysregulated retinol metabolism of RPE cells. 

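RPE65 was at 96.8±31.4 FPKM in ND retinas, 22.5±17.5 in HFD, 16.3±3.68 in HSD and 18.8±9.54 in HFSD (s.d., n=2). Its fragments numbered 4116 and 2334 in the ND retinas and between 325 and 1230 in the 6 retinas of the diets. The log2 fold changes were -2.26, -2.48 and -2.35 (standard error 0.563), with adjusted p of 0.907, 0.318 and 0.364 from limma with Benjamini-Hochberg adjustment. LRAT was at 9.29 and 3.13 FPKM in the ND retinas, with means of 0.747±0.00234 FPKM in HFD, 0.465±0.163 in HSD and 0.382±0.321 in HFSD (s.d., n=2). Its log2 fold changes were -1.90, -2.16 and -2.26 (standard error 0.410), with adjusted p of 0.758, 0.243 and 0.195 from limma with Benjamini-Hochberg adjustment. For both genes each retina of the diets was below both ND retinas, and the fold change stayed negative with each retina left out in turn, between -3.10 and -1.41 for RPE65 and between -2.92 and -1.24 for LRAT. The retinas were not separated by cell type, and TTR, a gene of the pigment epithelium outside retinol metabolism, changed by -2.24, -3.27 and -3.36 in the same retinas.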

RPE lipid droplets are not only lipid storage organelles but also part of the visual cycle and affect the retinal function. Lipid droplet accumulation can damage the RPE function and is a potential risk factor for AMD (Yako et al., 2022). Clearance of lipid droplets ameliorates the AMD phenotype in mice deficient for APOE (Zhang et al., 2023). Our HFSD-fed Chinchilla rabbits may be a good model for studying the biology of lipid droplets in the retina. Drusen mostly comprise lipids, protein and minerals (Curcio, 2018; Wang et al., 2010), RPDs also have lots of lysolipids (LysoPCs, LysoPEs and LysoPAs) (Anderson et al., 2023). One limitation of our current study is that we did not measure the lipids, proteins and minerals in these RPD-like lesions of the rabbit retina. These RPE lipid droplets are similar to recently described AMD-related subretinal lipid globules (SLG) with SD-OCT (Fragiotta et al., 2023). Both are located between the ellipsoid zone and the RPE−BrM complex, but SLGs are hyporeflective, and RPE lipid droplets in HFSD-fed rabbits are hyper-reflective dome-shaped spots (Fragiotta et al., 2023); the relationship between the two deserves further investigation.

### Retinal degeneration and C3 activation

HFSD-fed rabbits had reduced ERG responses, increased numbers of pyknotic nuclei in the ONL, retinal gliosis and reduced retinal vascular density, all of it features of retinal degeneration. Reduced photoreceptors can cause a reduced ERG response but these enlarged lipid droplets also suggest an impaired visual cycle. Decreased retinal vascular density may be a phenotype of high cholesterol-induced atherosclerosis (Fan et al., 2015). Staining for IBA1 and CD68 suggested that most retinal inflammation pathways are not activated. Indeed, RNA sequencing even suggested suppressed expression of genes involved in the complement cascade (including *Serpinb2*, *Serping1*, *C1s*, *C1r*, *C1qc*, *F2r*, *F3* and *Bdkrb2*) in retinas of HFSD-fed rabbits. 

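Over the 7 of these genes that were tested, the median log2 fold change in HFSD was -0.87, with 7 of 7 lower than in ND retinas and an adjusted p of 5.41e-07 (limma's camera test with Benjamini-Hochberg adjustment). The study chose this list among the genes lower in HFSD in these retinas, and all 8 stand in Table S1, so that neither this p value nor the counts of called genes below are independent evidence. With each retina left out the median stayed between -0.96 and -0.77. In HSD the median was -0.56, also with 7 of 7 lower (adjusted p=6.64e-05 from the same camera test and adjustment), against the same ND retinas that entered the choice. In HFD it was -0.084 (adjusted p=0.904 from the same test of limma with Benjamini-Hochberg adjustment), and 0.21 without ND replicate 1. Whether HFSD differed from HSD was not tested for the list. Against ND, 0 were called over all genes, and 1, 5 and 4 had an unadjusted p under 0.05 in HFD, HSD and HFSD. Adjusted over the list alone, 0, 1 and 4 were called. Of a wider list of 41 complement genes, 11 were tested, 4 of them among those named in the paper. Its medians were 0.028 in HFD, -0.46 in HSD and -0.54 in HFSD, with adjusted p of 0.956, 0.00257 and 0.000101 from the camera test with Benjamini-Hochberg adjustment. In HSD this call held under neither fry (0.0558) nor the estimated correlation (0.105), and in HFSD under fry only (0.0379 and 0.0703). In the wider list 0 genes were called over all genes against ND, CLU and SERPING1 between the retinas with sucrose and those without, 0, 0 and 2 when adjusted over the list alone, and 0, 3 and 4 at an unadjusted p under 0.05. The median in HFD was 0.20 without ND replicate 1 and -0.095 without HFD replicate 1. In HSD it was -0.28 without HSD replicate 1. Without the genes named in the paper, a setting chosen after the values were seen, the medians over 7 genes were 0.028, -0.46 and -0.41, with camera adjusted p of 0.443, 0.0250 and 0.0218 (limma, Benjamini-Hochberg adjustment over 6 tests). Neither of the calls in HSD and HFSD held under fry (0.0822 in each) or the estimated correlation (0.172 in each), and 0, 1 and 2 of the 7 genes had an unadjusted p under 0.05.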

We also measured the concentration of complement factor C3 in the eye, as it plays a crucial role in the development of dry AMD (Armento et al., 2021; Demirs et al., 2021). Rabbits on the HFSD diet had decreased levels of C3 in the blood but increased levels in the aqueous humor. Immunostaining of C3 also confirmed the activation of complement cascade proteins in these rabbit retinas. C3 is critical for activating the three complement activation pathways (Sahu and Lambris, 2001) and a therapeutic target for dry AMD (Piri and Kaplan, 2023). Last year, the United States Food and Drug Administration (FDA) approved the first intravitreal injection therapy for geographic atrophy with the C3 inhibitor Pegcetacoplan (Piri and Kaplan, 2023). Systemic C3 levels are associated with weight (Engström et al., 2005). Thus, their reduced blood C3 levels might explain why our HFSD-fed rabbits had average weight. A HFD increased ocular fundus autofluorescence (lipofuscin), suggesting high levels of bis-retinoid in the mouse retina (Kim et al., 2023). Photo-oxidation products of the bis-retinoid N-retinylidene-N-retinylethanolamine (A2E) can activate the complement cascade, including C3 (Kim et al., 2021; Zhou et al., 2006), explaining how HFSD induces increased levels of C3 in rabbit eyes. This seems different to our RNA sequencing data but might only reflect the complicated networks of the complement cascade. Therefore, the relationship between blood and ocular C3 levels might be an interesting topic to follow up in the future.

In conclusion, by using male Chinchilla rabbits as a model system, we made several striking findings. First, HFSD can induce clinical and pathological phenotypes similar to those of dry AMD in humans, including RPD-like lesions, retinal pigment changes and retinal degeneration. Second, we proved that these phenotypes are synergistic effects of feeding a HFSD. Third, HFSD induced severe dyslipidemia but not obesity; thus, this model system is also suitable to study normal-weight dyslipidemia. Fourth, we proved these RPD-like lesions are mainly enlarged lipid droplets around RPE cells; therefore, making this model also suitable for research on lipid droplets in the retina. In the future, adjusting the fat and sucrose contents of the diets, in combination with proteomics and transcriptomics, might clarify the mechanisms of lipid droplet accumulation regarding this rabbit model and help getting a full picture of the relationship between systemic and ocular C3 levels.

## METHODS AND MATERIALS

### Animal housing and husbandry

All procedures used in the animal experiments followed the guidelines of the Association for Research in Vision and Ophthalmology (ARVO) statement for the use of Animals in Ophthalmic and Visual Research, and were approved by the Animal Care Committee of Sichuan University West China Hospital (AUP# 2018008A, Chengdu, China). Male Chinchilla rabbits aged 3-4 months (3.5±0.5 kg) (Dongfang Breeding Co., Pizhou, China) were housed in individual cages and a room with controlled humidity (45±5%) at 22±6°C under 12/12-h light/dark cycle. After acclimation with standard rabbit chow (Keao Xieli Feed CO., LTD., Beijing, China) for 2 weeks, animals were randomly assigned into four groups, comprising 12 animals (i.e. 24 eyes) per group, and fed a regular normal diet (ND, standard rabbit chow) as control, a high-fat diet (HFD) of additional 10% lard and 0.5% cholesterol to standard chow, a high-sucrose diet (HSD) of additional 40% sucrose to standard chow, or a high-fat plus high-sucrose diet (HFSD) of additional 10% lard, 0.5% cholesterol, 35% sucrose to standard chow. All animals were fed *ad libitum* for 6 months.

### Clinical observation and BMI measurements

Animals were observed regularly to check their general condition. The body-growth parameters were recorded from the beginning to the end of the experiment. The body length (distance from the nose to the heel in the lateral decubitus position), height (distance from the acromion in the shoulder to the tip of the paw in the same position), and weight were measured as previously described (Arias-Mutis et al., 2018; Zarzoso et al., 2014). Body mass index (BMI) was calculated as body weight (kg)×[body length (m)×height (m)]^−1^.

### Plasma lipid and lipoprotein analysis

Rabbits were fed the experimental diets over 6 months, during which blood samples were taken after 2, 3, 4 and 6 months. Levels of triglycerides, total cholesterol, low-density lipoprotein (LDL) cholesterol and high-density lipoprotein (HDL) cholesterol were determined using Wako assay kits.

### Fasting glucose test and intravenous glucose tolerance test

Over the 6 months special diet period, blood glucose levels were regularly measured using a glucose meter (Accu-Check Performa, Roche Diagnostics, China), with samples taken after overnight fasting at the end of month two, three, four and six. Fasting glucose test and intravenous glucose tolerance test (IVGTT) were performed using the previously described method (Zhang et al., 2001). In brief, after overnight fasting, all rabbits were intravenously injected with glucose solution (0.6 g/kg of body weight) through the marginal ear vein, and blood samples were taken via the auricular artery at 0, 30, 60, 120 and 180 min later. The plasma glucose area under the curve (AUC) was calculated using the mean glucose level and the time using GraphPad Prism 8. AUC is an index of whole glucose excursion after glucose loading.

### Measuring blood and ocular levels of complement factor C3

Blood samples were collected from the marginal ear vein of rabbits, and the aqueous humor (∼150 µl) was collected using a 30-gauge disposable needle and insulin syringe at the temporal limbal region (Wang et al., 2021). The plasma and humor samples were placed on ice during the procedure and stored at −80°C until analysis. Samples were analyzed by the Luminex 200 Analyzer (xMAP^®^ Technology, Luminex Co., Austin, Texas, USA). Levels of C3 in the plasma and the aqueous humor were determined using ELISA kits (E08668Rb, CUSABIO®, Wuhan, China) following the manufacturer's protocol. In brief, 100 µl diluted samples in the dilution buffer in the ELISA kit were incubated within the well for 2 h at 37°C, the secondary antibodies for 2 h at RT, and streptavidin phycoerythrin reagent for 30 min at RT. Samples were read on the Luminex 200 system. Tests were run in duplicate for each sample. The concentration was determined by comparing it with a standard curve.

### Ocular multimodal imaging and ERG recording

Multimodal ocular imaging was performed every month during the experimental period. All eyes underwent pupillary mydriasis induced with 0.5% tropicamide and 0.5% phenylephrine hydrochloride (Mydrin-P, Santen Pharmaceutical, Osaka, Japan). Before imaging, animals were anesthetized with intravenous injection of 2.5% soluble sodium pentobarbital. Color fundus photographs (CFP) were taken by a TRC-50DX retinal camera (Topcon, Japan). Multicolor (MC) fundus photography, fundus fluorescein angiography (FFA) and spectral domain-optical coherence tomography (SD-OCT) images were taken by using the SPECTRALIS HRA+OCT diagnostic imaging platform (Heidelberg Engineering, Heidelberg, Germany). MC photographs had three wavelengths (518 nm, 486 nm, and 815 nm) to generate three retinal images. The field of view was 30×30 degrees and the resolution 768×768 pixels. The images were magnified using the built-in software to evaluate the retinal lesion following the previously described method (Graham et al., 2018; Wang et al., 2021) FFA photographs were taken after 10% sodium fluorescein was injected into the marginal ear vein at a dose of 0.05 ml/kg and a rate of 1 ml/s. Both early-phase (30 s) and late-phase (5-6 min) FFA images were recorded. The built-in software of SD-OCT scans with a 30°×30° region centered on the optic nerve head and consisting of 49 B-scans, each with 1024 A-scans and 25 frames averaged. OCT was applied to evaluate RPD-like lesions (Badal et al., 2018; Klein et al., 1991).

At the end of the study, ERGs were recorded as previously described (Wang et al., 2021). In brief, rabbits were anesthetized with intravenous injection of pentobarbital (25 mg/kg). After anesthesia and pupil dilation, the animals had bipolar electrodes placed on the cornea of both eyes and the reference and ground electrodes inserted into ears (model E5; Grass Technologies, West Warwick, RI). The Full-field ERG was recorded using a RETI-PORT 21 Compact (Roland Consult, Brandenburg an der Havel, Germany) following the International Society for Clinical Electrophysiology of Vision (ISCEV) guidelines (Robson et al., 2022). Scotopic ERGs were recorded in the dark after 30 min of dark adaptation, photopic ERGs were recorded after 10 min of light adaptation. The same single full-field flashes and filtering were used for scotopic and photopic ERG. Full-field white light flashes were applied for the 30 Hz flicker ERG recording. Amplitudes and peak latencies were analyzed following the established method (Wang et al., 2021).

### Histopathology, immunohistochemistry, TUNEL staining and whole-mount staining

For necropsy, rabbits were euthanized with intravascular injection of pentobarbital sodium, the eyeballs from each group were collected for histopathology and immunohistochemistry examination. After rinsing in isotonic sodium chloride solution, a 5-mm diameter window near the limbus wall of globes was opened to permit the fixative into the eyeball. The eye was then placed in a modified fixative containing 2% glutaraldehyde and 2.5% formaldehyde in 0.1 M cacodylate buffer at 4°C. After 24–48 h fixation, the anterior segment was removed, and the posterior cup was cut into half eyecups. For hematoxylin and eosin (H&E) staining, half-eyecups were embedded in paraffin, sectioned (3 μm in thickness), and stained with H&E for histopathological examination.

For the immunohistochemistry study, half-eyecups were frozen and processed into sections (12 μm). Sections were first incubated in blocking solution (5% normal donkey serum, 0.1% Triton X-100 in 1× PBS) for 1 h, followed by incubation with primary antibodies against complement C3 (Abcam, Ab90814, mouse monoclonal, 1:50 dilution), CD68 (Abcam, Ab201440, Mouse monoclonal, 1:100 dilution), Allograft inflammatory factor 1 (IBA1, also known as AIF1; FUJUFILM Wako, 019-1974, rabbit polyclonal, 1:500 dilution) and glial fibrillary acidic protein (GFAP; Abcam, Ab7260, rabbit polyclonal, 1:1000 dilution) at 4°C overnight. Subsequently, slides were incubated with corresponding secondary antibodies conjugated to Alexa-Fluor-488 or Alexa-Fluor-568 (Invitrogen, USA) for 1 h at RT in the dark. Finally, slides were counterstained with 4'6-diamidino-2- phenylindole (DAPI; Sigma Aldrich Corp.) and mounted with Mowiol mounting medium. The negative control was performed by replacing primary antibodies with PBS.

To detect apoptotic cells within rabbit retinas, we performed TUNEL (Terminal dUTP nick end-labeling) staining (ApopTag^®^ Peroxidase in Situ Apoptosis Detection Kit, Cat. No S7100, Millipore, Temecula, USA) according to the manufacturer's protocol. Briefly, paraffin retinal sections were deparaffinized and immersed in 1xPBS for 15 min. After hydration, these sections were permeabilized with proteinase K for 5 min and then incubated with 3% hydrogen peroxide (H_2_O_2_) to inactivate endogenous peroxidases. After that, the TdT enzyme and TdT labeling reaction mix was added, and incubated for 60 min at room temperature. Then, the reaction was stopped by adding the stop buffer at 37°C for 10 min. The sections were incubated with a streptavidin-HRP conjugate for 30 min at room temperature to determine the biotinylated DNA. Subsequently, they were washed with 1XPBS, diaminobenzidine (DAB) substrate was added, and the reaction was stopped. The slides were then counterstained with hematoxylin, dehydrated, cover-slipped, and observed under a light microscope.

For whole-mount staining, retinas from half-eyecups were isolated. They were incubated with biotin-conjugated *Bandeiraea simplicifolia* isolectin B_4_ to stain vascular endothelial cells (IB4 1:200, Sigma, L2140) for 1 day at 4°C, then with Streptavidin Alexa Fluor 568 for 2 h at 4°C. After brief washes with PBS, radial cuts were made to divide the retina into two quadrants to flatten the retina, and the tissue was mounted with Mowiol. For vascular blood vessel analysis, representative images were analyzed using AngioTool software (https://ccrod.cancer.gov/confluence/display/ROB2/Home) to assess the vessel covered area (%), average vessel length, and mean E lacunarity of the vascular plexus. In brief, measured were three images per eye and seven half-eyecups from the same group [320×320 μm field of view (FOV) at ×200 magnification].

### Transmission electron microscopy (TEM) and Toluidine Blue staining

From each group, eyeballs from different animals were collected for TEM examination and Toluidine Blue staining. Eyes were prefixed with 3% glutaraldehyde injected intravitreally through the pars plana, followed by immersive fixation in 2% glutaraldehyde in 0.1 M phosphate buffer at pH 7.4 and 4°C for a minimum of 12 h. Then, they were incubated with 3% EDTA solution for 20 min. A piece of eye-cup tissue (∼2×2 mm) was cut from the peri-optic disc region guided by multimodal images to include an area with the highest density of drusen-like lesions. The tissues were post-fixed in 1% osmium tetroxide in 0.1 M cacodylate buffer for 2 h at 4°C. Tissues were dehydrated using a series of acetone and then embedded with epoxy resin (Epon 812). Semi-thin sections (1.0 µm) were stained with Toluidine Blue. The ultra-thin sections (50 nm) cut with an ultra-microtome (EM UC7, Leica, Germany) were treated with 2% uranyl acetate in water and lead citrate for contrast and were examined by JEM-1400PLUS transmission electron microscopy (TEM; JEOL Ltd., Tokyo) with an image magnification between 4800× and 5800×.

### RNA-sequencing

Total RNAs were extracted from dissected rabbit retinas using TRIzol (Thermo Fisher) and treated with RNAse-free DNAse I (New England Biolabs) to remove genomic DNA. The yield of total RNA was assessed using NanoDrop Microvolume Spectrophotometers (NanoDrop Technologies). The cDNA libraries were prepared using an Illumina TruSeq RNA sample preparation kit, and the quality was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies). For sequencing, the cDNA libraries were loaded on an Illumina HiSeq 2500 at Biomaker (Beijing, China). The raw sequence reads in FASTQ format were processed and analyzed as previously reported (Gregorieff et al., 2015; Liu et al., 2014). Briefly, sequencing quality was first assessed using FastQC, and poor-quality 5′-end of reads were trimmed using a Perl script and then mapped onto the rabbit genome using TopHat2, allowing for up to two mismatches as default settings. Reads mapped onto multiple genomic locations were discarded, and a custom R script was used to calculate fragments per kilobase million (FPKM) of each gene and obtain the expression profile of each sample. The expression-fold change of each protein-coding gene of retinas obtained from a specific diet group compared with retinas obtained from the control group was calculated using the following formula: Fold-change=(FPKM^diet^+1)÷(FPKM^control^ +1). 

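Among the 13297 protein-coding genes with a symbol, folds over 1.54 or under 0.65 were found for 197 genes in HFD, 545 in HSD and 455 in HFSD. With a lower limit of 0.64, a setting chosen after the values of Table S1 had been seen, there were 190, 523 and 433 genes. With CPM in place of FPKM, the numbers over all protein-coding genes were 430, 997 and 875. When the values were scaled to the summed fragments of each library, they were 348, 756 and 640.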

Genes for expression-fold changes of >1.54 or <0.65 were selected as differentially expressed genes (DEGs). Function enrichment (KEGG and Gene Ontology) of DEGs was performed using Enrichr (https://maayanlab.cloud/Enrichr/) (Kuleshov et al., 2016); pathways with a *P*<0.05 were chosen to report.

### Sample size, image and statistical analyses

We chose the sample size based on power analysis and common sense in rabbit/diet experiments (Arias-Mutis et al., 2017; Festing, 2018; Liu et al., 2016). Sample sizes (*n*) regarding numbers of rabbits and diet experiments were calculated using the equation *n*=[2 (Z_α_+Z_1–β_)^2^]/SES^2^ (Bagiella and Chang, 2019; Festing, 2018; Kadam and Bhalerao, 2010), with Z being the constant (set by convention) according to power of the study, and with α (type I error) = 0.05; β (type II error) =10–20% and a two-sided effect. The standardized effect size (SES; also known as Cohen's *d*) indicates the magnitude of the studied effect, i.e. the magnitude of the difference between the means of two groups in units of standard deviations (s.d.), and is equal to the effect size (ES) divided by the pooled s.d. (Festing, 2018). For laboratory animal experiments, it has been suggested that an SES of 1.1, 1.5 or 2.0 SDs represent small, moderate or significant treatment responses, respectively (Festing, 2018). Therefore, long-term diet treatment may have mild (HFD or HSD) to substantial (HFSD) effects on rabbits; according to the formula mentioned above, between four and seven eyes are required to detect its impact with a 80% power, or between six and ten eyes are needed to detect its effects with a 90% power, in our experiments. Since rabbits can die during these experiments, we used 12 rabbits per diet group at the beginning of the experiment.

Cells positively stained with antibodies against C3, CD68 or IBA1 and with Toluidine Blue were observed by using the Zeiss Axio Imager Z2 microscope and Nikon A1RMP confocal microscope. Positively stained cells (C3^+^ in Fig. 5D, IBA1^+^and CD68^+^ in Fig. 7D) were counted manually with Image J 1.50b and a cell counter plugin (https://imagej.nih.gov/ij/). The minimal number of immunostaining images for each group was 28 (two images per section, two sections per retina, seven half-retinas). All images for cell counting were captured under a fluorescence microscope using a 20×objective lens.

Number, diameter and area of RDP-like lesions were counted, and measured by using Image J 1.50b and a cell counter, and diameter/area measurement plugin. The minimal number of H&E images for each group was 28 (two images per section, two sections per retina, seven half-retinas) when counting the number of lesions, the minimal number of RPD-like lesions for size and area measurements was 50 per group.

Quantitative variables of this study are presented as mean±standard deviation (Mean±s.d.). Statistical analysis was performed using the GraphPad Prism (GraphPad Prism Software, Inc., San Diego, CA, USA). Results were analyzed by one-way analysis of variance (ANOVA) followed by Bonferroni correction for multiple comparisons and unpaired Student's *t*-test for comparisons between two groups. *P*<0.05 was considered statistically significant.

## Supplementary Material

10.1242/dmm.052015_sup1 Supplementary information

Table S1. List of DEG levels in rabbits fed a HFD, HSD or HFSD versus ND-fed rabbits.

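Table S1 gives, for each diet, the genes past the fold limits with their fold. The paper's table holds 189 genes for HFD (99 higher and 90 lower), 523 entries for HSD (185 higher and 338 lower) and 433 genes for HFSD (111 higher and 322 lower). The HSD part lists 522 distinct symbols. Folds computed from the deposited FPKM values matched all 189, 523 and 433 entries. The highest fold among the genes listed as lower was 0.639 in HFD, 0.6398 in HSD and 0.639 in HFSD. The highest fold in the HFD and HFSD parts is that of PLEKHB2, 56.0 and 53.2. PLEKHB2 was listed at 0 FPKM in both ND retinas and in 1 retina of each diet, and the other retinas of the diets were at 110 FPKM in HFD, 46.6 in HSD and 104 in HFSD. In the HSD part the highest fold is that of MYL1, 65.8, and the lowest that of GFAP, 0.0101. GFAP was at 524 and 12.1 FPKM in the ND retinas and at 2.37 and 1.08 FPKM in the HSD retinas. The lowest folds in the other parts are those of EGR1 in HFD, 0.135, and ALDH1A1 in HFSD, 0.110. EGR1, an early-response gene, was at 1548 and 468 FPKM in the ND retinas and between 28.9 and 375 FPKM in the 6 retinas of the diets.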

# Supplementary material for: A high-fat plus high-sucrose diet induces age-related macular degeneration in an experimental rabbit model
**Source:** Dis Model Mech. 2024 Nov 27;17(11):dmm052015. doi: 10.1242/dmm.052015
**Supplement:** Supplementary information

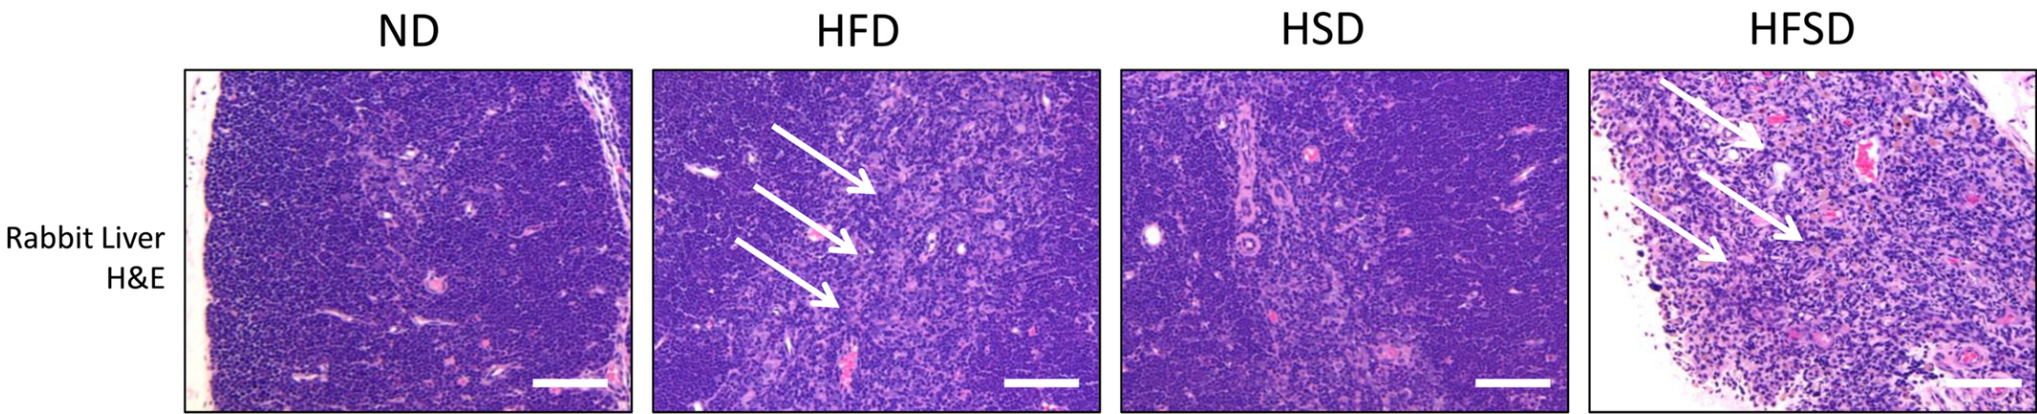

**Fig. S1. H&E staining images of livers of male Chinchilla rabbits after feeding with indicated diets for six months.** Liver fibrosis is indicated by white arrows. ND, normal diet; HFD, high-fat diet; HSD, high-sucrose diet; HFSD, high-fat and high-sucrose diet. Scale bar is 200  $\mu$ m.

**A GO Biological Process (Up-regulated)**

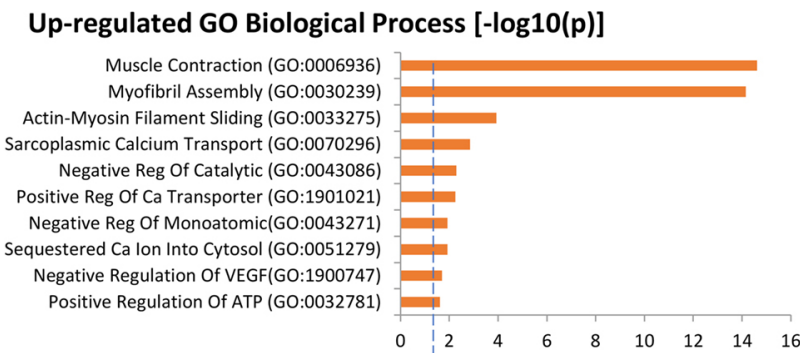

**B GO Biological Process (Down-regulated)**

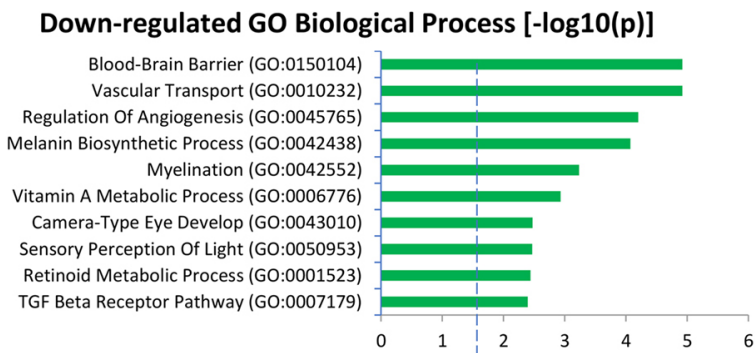

**C GO Cellular Component (Up-regulated)**

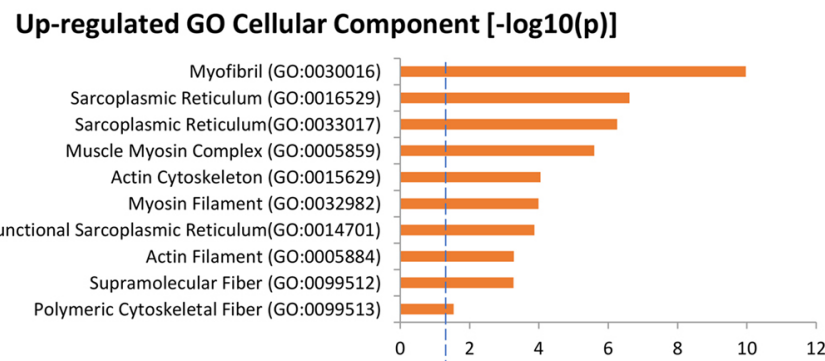

**D GO Cellular Component (Down-regulated)**

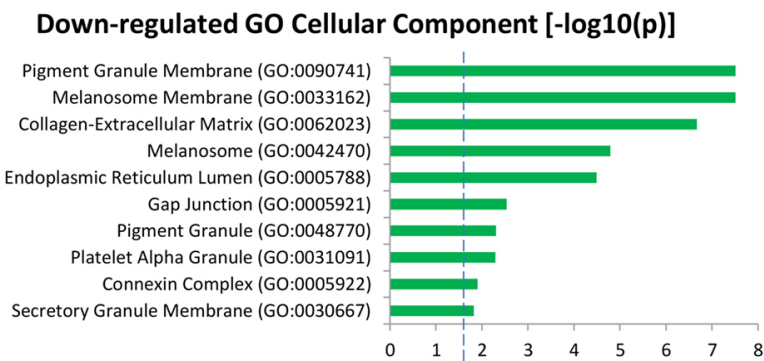

**E GO Molecular Function (Up-regulated)**

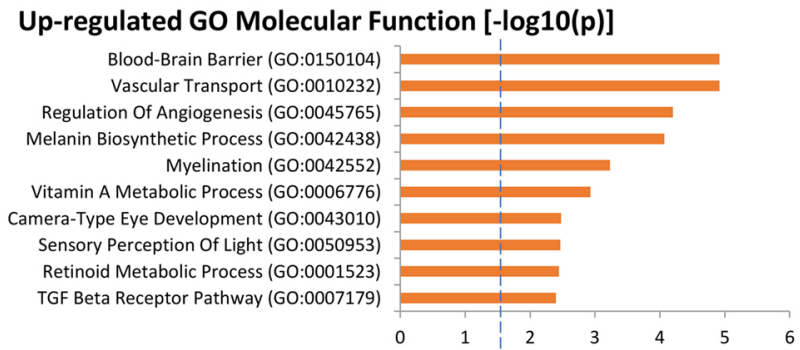

**F GO Molecular Function (Down-regulated)**

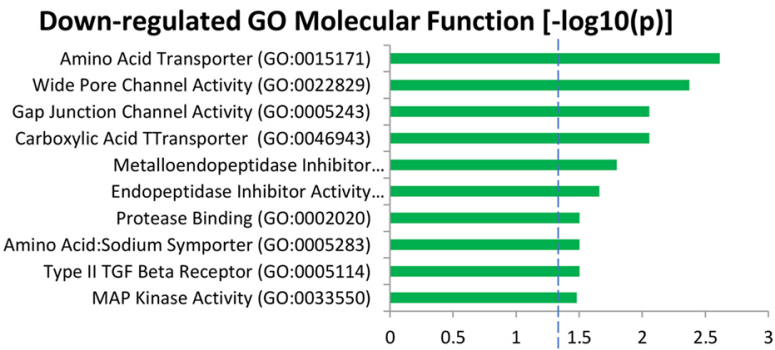

**Fig. S2. Gene Ontology (GO) analyses of DEGs of rabbit retinas after feeding with HFD, HSD and HFSD for six months.** Analysed were up-regulated (A) and down-regulated (B) GO Biological Processes, up-regulated (C) and down-regulated (D) GO Cellular Components, and up-regulated (E) and down-regulated (F) GO Molecular Functions. Dashed lines indicate  $P < 0.05$ .

**Table S1. List of DEG levels in rabbits fed a HFD, HSD or HFSD versus ND-fed rabbits.**

Available for download at  
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.052015#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

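RNA of 8 retinas from male Chinchilla rabbits was sequenced, 2 retinas for each of ND, HFD, HSD and HFSD, after 6 months of feeding. The authors trimmed the reads, mapped them to the rabbit genome with TopHat2, discarded reads that mapped to several places, and computed FPKM per gene with a custom R script. The deposited table holds these FPKM values for each library separately, under a name that speaks of counts. Its columns are named FPKM and its values are not whole numbers. The paper's text does not name the genome build, the annotation or the number of reads. No coordinates are given for this reason, and genes are identified by the symbols of the table. Of 25666 genes, 19293 are protein-coding, and 5996 of these carry no symbol. No value column was left without a sample (0 columns). C3, CD68 and VEGFA were not analysed here, since no gene of the table carried these symbols.

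Within a library, the FPKM values of a gene are whole multiples of what 1 fragment is worth. Gene lengths and library depths that make the values whole were recovered from these steps, and 100% of the values above 0 came out whole. On 6000 simulated genes, fragments were recovered for 100% and were exact in all libraries for 99.4%. The recovered depths, by which FPKM was divided, run from 15764577 to 22785832, and the fragments summed over genes from 15223636 to 22293585. In ND replicate 2 and HFD replicate 1 the sum exceeds the depth, so the depth is not the sum of fragments over genes, and which total it is was not determined. An alternative replaced it by the sum of fragments of each library. The fragments of a gene give a lower bound of its counting error, since the paper describes no marking of PCR copies. They were used for 1 alternative, voom, and to state what lies behind low values.

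The gene lists, the rule for the genes named, the comparisons and the alternatives were set before the data were examined, apart from those given as later choices, but with Table S1 at hand, which holds folds computed from the same libraries. The lists are therefore not independent of the data. Table S1 holds all 8 genes of either list named in the paper, 30 of 36 muscle, 14 of 30 vascular transport, 7 of 15 melanin, 6 of 17 nitrogen, 11 of 71 apelin, 3 of 38 inflammatory, 10 of 33 TGF-β and 4 of 10 phosphatase genes, and of the wider lists 14 of 29 retinoid and 5 of 41 complement genes. A count model had been planned. Because the deposited values are FPKM, limma (version 3.58.1 in R 4.3.3) was used in its place on log2(FPKM + 1), with a mean-variance trend, moderated variances and 1 model of all 8 libraries. Protein-coding genes with at least 1 FPKM in at least 2 libraries were tested, 12204 in all. P values were adjusted by the Benjamini-Hochberg method over these genes, and an adjusted p under 0.05 was called. Each diet was compared with ND, and the interaction of fat and sucrose was tested in the same model. The fold rule of the paper was applied to all protein-coding genes, with a pseudocount of 1 and limits of 1.54 and 0.65. MYL1, ACTA1, CKM, BCO1 and BDKRB2 lie below the filter, and their values come from a limma fit without it.

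Gene lists were tested with limma's camera, which presets a correlation between genes of 0.01, and with fry and camera with an estimated correlation as alternatives. The 12 lists (retinol metabolism and complement as named in the paper, wider lists of retinoid and complement genes, nitrogen metabolism, apelin signalling, inflammation, muscle, melanin, blood-brain barrier and vascular transport, TGF-β receptor pathway and MAP kinase phosphatases) gave 36 tests, adjusted together by the Benjamini-Hochberg method. Another 19 lists held markers of cell types and tissues and early-response genes: pigment epithelium without and with retinoid genes, myelin, astrocytes, Müller cells, endothelium, mural cells, rods, cones, bipolar, amacrine, ganglion and horizontal cells, microglia, blood, lens, fibroblasts, muscle and immediate early genes. All these lists but the 2 of the paper were written from general knowledge. Lists of dorsal and ventral genes were added later, and so were the wider retinoid and complement lists without the genes named in the paper. Equal depth was tested by drawing fragments at random.

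The genes named were fixed by a rule: the genes that the paper names in its RNA-sequencing results, the ligand and receptor of the apelin pathway, C3, GFAP, AIF1, CD68, VEGFA, EGR1, PLEKHB2, MYL1, ACTA1, CKM, MBP, TTR and OPN1SW, and in each diet the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted p under 0.05 whose retinas all lay beyond both ND retinas. Other genes are named as members of the lists that passed a limit, after their values were seen.

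The limma step was tested on simulated data with 12113 genes, of which 200, with a mean of over 50 fragments, were raised or lowered by a log2 of 2 in HSD. Of the changed genes, 189 (94.5%) were called, with a median estimated size of 1.86, and 12 unchanged genes were called. In HFD and HFSD, where nothing had been changed, 0 genes were called. The spread between replicates in the simulation was capped at a standard deviation of 0.6 on the log2 scale, below that of the most variable genes, so these shares describe well covered genes with a smaller spread. Camera gave a p of 3.52e-59 for a simulated rising set of 20 genes, and a p under 0.05 for 2.5% of 200 sets of unchanged genes. For matched random lists, 5% of 100 pairs of unshifted lists had a p under 0.05. In these simulations each gene varied independently of the others. The shares of 2.5% and 5% therefore do not hold for lists whose genes vary together, where the preset correlation of camera matters.

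The alternatives were a limma fit without the filter, a fit of only the 4 libraries compared, the replicate number as a block, an adjusted p under 0.1, a pseudocount of 0.1, another scaling, no variance trend and voom, and for the fold rule CPM in place of FPKM, a pseudocount of 0.1, genes with a symbol only and a lower limit of 0.64. Each retina was left out in turn. Genes without a symbol were kept in the tests and the fold rule. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining steps.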

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

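The tests of explanations in this part were chosen after the results had been seen.

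One protein-coding gene that the table lists without a symbol, with a recovered length of 336 bases, was called in all 3 diets and is not discussed in the paper. It was at 19.6±5.40 FPKM in ND (s.d., n=2), 301±69.4 in HFD, 248±10.9 in HSD and 278±27.7 in HFSD. The log2 fold changes were 3.88, 3.62 and 3.78 (standard error 0.218), with adjusted p of 0.00300, 0.00493 and 0.00358 from limma with Benjamini-Hochberg adjustment. It is also the gene whose change with fat differed between rabbits with and without sucrose. The interaction was -3.71 (standard error 0.308, adjusted p=0.0489 from limma with Benjamini-Hochberg adjustment), and without the filter, with the block, with a pseudocount of 0.1, with the other scaling, without the trend and with voom, 0 genes were called for the interaction (678, 429, 450, 469, 458 and 438 at an unadjusted p under 0.05). The rise was of similar size with either diet component and with both, which gives an interaction of the opposite sign and of about that size. In HFD this gene was called in each of the 8 other settings of limma. The fit of only the 4 libraries compared called 2 genes in HFD, this gene among them. In HFSD 0 genes were called in the fit of only the 4 libraries compared (967 at an unadjusted p under 0.05). The values argue against sequencing depth as a cause, since the gene had 154 and 94 fragments in ND and between 1355 and 2346 in the 6 retinas of the diets, and the lowest of these was at 240 FPKM, with a depth close to that of ND replicate 2. Fragments that went to a near-identical gene in ND retinas would show as a gene that fell by as much. There were 7 genes that fell by as many fragments in all 3 diets, EGR1, DUSP2, RPE65 and TTR among them and 3 without a symbol, and without sequences these could not be compared. A difference of the ND rabbits other than diet remains open as well, since the higher ND retina was at 23.4 FPKM and all 6 others lay together whatever their diet. With 2 ND retinas, such a difference and an effect shared by the 3 diets cannot be told apart.

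OPN1SW, the opsin of short-wavelength cones, was called in HSD and is not discussed in the paper. It was at 68.3±1.06 FPKM in ND and 273±25.1 in HSD (s.d., n=2), a log2 fold change of 1.98 (standard error 0.198, adjusted p=0.0367 from limma with Benjamini-Hochberg adjustment). In HFSD it was 1.80 (adjusted p=0.0703) and in HFD 0.49 (adjusted p=0.998) in the same limma fit with Benjamini-Hochberg adjustment. Over 7 other settings the adjusted p from limma with Benjamini-Hochberg adjustment ranged from 0.0277 to 0.114 in HSD and from 0.0492 to 0.191 in HFSD. Between the 4 retinas with sucrose and the 4 without, a comparison chosen after a principal component had separated them, the difference was 1.64 (adjusted p=0.00613 from limma with Benjamini-Hochberg adjustment). The values argue against sequencing depth as a cause, since the HSD retinas, both shallower than the ND retinas, had 4229 and 5273 fragments of this gene before any scaling, against 1423 and 1260 in ND. Over 7 cone markers the median was 0.41 in HSD and 0.20 in HFSD. An uneven sampling of the dorsal and ventral retina stays open, and so does an effect of sucrose.

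BAG2 was called in HSD and is not discussed in the paper. It rose from 36.8±0.199 to 74.0±2.49 FPKM (s.d., n=2), a log2 fold change of 0.99 (standard error 0.0951, adjusted p=0.0349 from limma with Benjamini-Hochberg adjustment). The ND retinas lay close together, at 37.0 and 36.7 FPKM. Over 7 other settings of the limma fit the Benjamini-Hochberg adjusted p ranged from 0.0277 to 0.186. The values argue against sequencing depth as a cause, since all 6 retinas of the diets, with depths below, between and above those of ND, lay above both ND retinas, the lowest at 53.7 FPKM in HFSD. The HFD retinas were at 71.3 and 70.1 FPKM, so that the ND retinas and the diets are again separated, and a difference of the 2 ND rabbits other than diet was not tested.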

How the results depend on the processing

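The scaling to summed fragments, the fit without a variance trend, voom, the restriction to genes with a symbol and the limit of 0.64 were chosen after seeing the data, and so was a pseudocount of 0.1 in the limma fits. DESeq2, RLE factors and TMM library sizes had been planned for a count table and were not run, since the deposited values are FPKM. For each changed value below the cause was not tested, unless it is stated.

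The numbers of genes past the fold limits changed by more than 1.5 times with a pseudocount of 0.1, to 1533 in HFD, 2311 in HSD and 2145 in HFSD, against 339, 762 and 661 with a pseudocount of 1. A smaller pseudocount raises the folds of genes with low FPKM by construction. With genes with a symbol only, the number in HFD was 197. With a lower limit of 0.64 as well it was 190 in HFD and 433 in HFSD. The other 9 values under CPM, the other scaling and these restrictions stayed within 1.5 times. Across the 4 fits that each left out one retina, the numbers ran from 629 to 777 in HFD, from 881 to 1116 in HSD and from 831 to 1200 in HFSD, all above the numbers with every retina. Without ND replicate 1, 687, 1116 and 1200 genes passed, and the share of higher genes rose from 53.98% to 65.21% in HFD, from 38.71% to 58.15% in HSD and from 29.95% to 57.83% in HFSD. Without HFD replicate 2 this share was 38.16% in HFD, and without HSD replicate 2 it was 27.36% in HSD. No scaling moved the share by more than 10 points, and with the other scaling the median log2 fold change of all genes was -0.0042 in HFD, 0.031 in HSD and 0.026 in HFSD, against 0.0063, -0.0018 and -0.0040.

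The counts of genes called by limma were small, 1 in HFD, 7 in HSD, 2 in HFSD and 1 for the interaction, and 17 counts under the alternatives differed from these by more than 1.5 times. Without the filter there were 3 calls in HSD and 0 for the interaction, out of 16404 genes tested (1137 and 678 at an unadjusted p under 0.05). The fit of only the 4 libraries compared, which has fewer samples, gave 2 in HFD, 3 in HSD and 0 in HFSD (967 at an unadjusted p under 0.05). With an adjusted p under 0.1 there were 13 in HSD, 5 in HFSD and 3 for the interaction. The other scaling gave 5 in HFSD and 0 for the interaction, no variance trend gave 2 in HSD and 0 for the interaction, and voom gave 1 in HSD and 0 for the interaction. A pseudocount of 0.1 gave 0 for the interaction, and the other 14 counts stayed within 1.5 times.

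The replicate number was also added to the model as a block. Retinas with the same number did not deviate together, since the correlation of their deviations lay between -0.165 and 0.0813 over the 6 pairs of diets, so the numbers do not pair the retinas. With the replicate block, 1 gene was called in HFD, 5 in HSD, 4 in HFSD and 0 for the interaction (429 at an unadjusted p under 0.05), and the nitrogen list in HSD kept its median of -0.19 with an adjusted p of 0.0543 (limma's camera test with Benjamini-Hochberg adjustment). OPN1SW, BAG2 and S100A1 in HSD had an adjusted p above 0.05 with the block. No other set test changed its side of the threshold.

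Under 5 alternatives, 154 set tests kept their direction and side of the threshold, 22 were weaker, 3 stronger and 1 reversed. The value of a list is its median log2 fold change, which the choice of test does not change. With the estimated correlation, 13 calls were lost at medians of -0.46 and -0.54 for the wider complement list in HSD and HFSD, -0.19 and -0.14 for nitrogen metabolism in HSD and HFSD, 1.50 for muscle in HSD, -0.12, -0.51 and -0.84 for melanin in HFD, HSD and HFSD, -0.13 for vascular transport in HFD, -0.33 for the TGF-β pathway in HFSD and -0.24, -0.20 and -0.32 for MAP kinase phosphatases in HFD, HSD and HFSD. With fry, 5 of these were lost (-0.46 for the wider complement list in HSD, 1.50 for muscle in HSD, -0.12 for melanin in HFD, -0.33 for TGF-β in HFSD and -0.24 for the phosphatases in HFD), and inflammatory genes passed the threshold at -0.19 in HSD and -0.17 in HFSD. In the fit of only the 4 libraries compared, nitrogen metabolism was lost in HSD (-0.19) and HFSD (-0.14). With the other scaling, vascular transport was lost in HFD (-0.14), TGF-β passed in HSD (-0.17), and the median of apelin signalling in HSD was 0.017 in place of -0.017.

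The study chose the retinol and complement lists of the paper on these retinas, so that calls which stayed under the alternatives are not independent evidence for these lists.

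With one retina left out, 41 medians moved by more than the spread between replicates and 103 did not. For the retinol genes of the paper the medians ran from -1.63 to -0.63 in HFD, from -2.26 to -1.50 in HSD and from -2.29 to -1.60 in HFSD. For the wider retinoid list the medians ran from -0.41 to -0.12 in HFD, from -0.37 to -0.18 in HSD and from -0.58 to -0.36 in HFSD. The complement genes of the paper gave medians from -0.31 to 0.21 in HFD, from -0.72 to -0.51 in HSD and from -0.96 to -0.77 in HFSD. The wider complement list gave medians from -0.095 to 0.20 in HFD, from -0.51 to -0.28 in HSD and from -0.66 to -0.33 in HFSD. Nitrogen metabolism gave medians from -0.13 to 0.023 in HFD, from -0.20 to -0.13 in HSD and from -0.21 to -0.14 in HFSD. Apelin signalling gave medians from -0.11 to -0.0064 in HFD, from 0.00030 to 0.046 in HSD and from 0.043 to 0.049 in HFSD. Inflammatory genes gave medians from -0.029 to 0.021 in HFD, from -0.15 to -0.014 in HSD and from -0.17 to -0.12 in HFSD. Muscle genes gave medians from -0.063 to -0.029 in HFD, from 0.072 to 2.93 in HSD and from -0.20 to 0.12 in HFSD. Melanin genes gave medians from -0.87 to -0.11 in HFD, from -0.60 to -0.58 in HSD and from -0.89 to -0.31 in HFSD. Genes of the blood-brain barrier and vascular transport gave medians from -0.35 to 0 in HFD, from -0.65 to -0.42 in HSD and from -0.54 to -0.41 in HFSD. The TGF-β receptor pathway gave medians from -0.15 to -0.041 in HFD, from -0.40 to 0.044 in HSD and from -0.41 to -0.17 in HFSD. MAP kinase phosphatases gave medians from -0.39 to -0.088 in HFD, from -0.32 to -0.15 in HSD and from -0.38 to -0.24 in HFSD. Without ND replicate 1 the median of the retinol genes in HSD was -1.50, and without HSD replicate 2 that of the muscle genes in HSD was 0.072. In HFD the sign changed without ND replicate 1 for the complement genes of the paper (0.21), without ND replicate 2 (-0.070) and without HFD replicate 1 (-0.095) for the wider complement list, without ND replicate 2 for nitrogen metabolism (0.023) and without HFD replicate 1 for inflammatory genes (0.021). In HSD it changed without HSD replicate 1 for TGF-β (0.044) and in all 4 fits for apelin signalling, and in HFSD without ND replicate 1 (0.026) and HFSD replicate 2 (0.12) for muscle.

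Among single genes, 368 values kept their direction and side of the threshold, 20 were weaker, 2 stronger and 2 reversed. CYP26C1 in HSD was reversed with a pseudocount of 0.1 (0.048) and with voom (0.041), against -0.10. The stronger values were RDH5 in HSD in the fit of 4 libraries and OPN1SW in HFSD with the other scaling. The weaker ones were calls of OPN1SW, BAG2, S100A13, S100A1, PXYLP1 and SRGN that were lost. With one retina left out, signs changed for GFAP, MBP and AIF1 in HFD without ND replicate 2 (-1.32, -0.91 and -0.16) and in HFSD without ND replicate 1 (0.37, 0.96 and 0.22). In HSD they changed for AIF1 and APLNR without ND replicate 1 (0.11 and 0.22). They also changed there for MYL1 and CKM without HSD replicate 2, to -0.12 and -0.057 from 3.46 and 2.87.

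Depth limits the genes with few fragments. APLN rests on 11 and 10 fragments in ND and 4 and 3 in HSD, C1R on 1 fragment in 1 HFSD retina, SERPINB2 on 3 in the same retina, and BDKRB2 on 4 and 1 in HFSD. For these genes the difference is known to 1 or a few fragments.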

Differences from the paper's values

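In HFD, 339 genes passed the fold limits against the paper's 189, and in HFSD 661 against the paper's 433. None of the alternatives set before the data were examined closed the gap (CPM in place of FPKM, a pseudocount of 0.1, and each retina left out). For HSD, 762 genes passed against the paper's 523, a ratio below 1.5. The folds of all 189, 523 and 433 entries of Table S1 were matched, so the gaps lie in which genes were listed. For HFD, 99 genes are higher in the paper's list and 183 among all protein-coding genes here. Lower are 90 in the paper's list and 156 here, with no alternative set before the data were examined that closed these gaps. In HSD, 185 are higher in the paper's list and 295 here, and leaving out HSD replicate 2 gave 241, within 1.5 times the paper's number, while the other alternatives did not. In HFSD, 111 are higher in the paper's list and 198 here, and no such alternative closed the gap. With genes with a symbol only, a setting chosen after seeing the values, the counts were 197, 545 and 455. With genes with a symbol and a lower limit of 0.64, also chosen after seeing the values, they were 190, 523 and 433, with 100, 185 and 111 higher and 90, 338 and 322 lower.

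The paper lists retinol metabolism genes as lower in all 3 diets, CYP26B1, CYP26C1 and ALDH1A1 among them. In HFD the log2 fold change of CYP26B1 was 0.14 and that of ALDH1A1 was 0.69. In HFSD that of CYP26C1 was 0.18. The values reached the direction of the paper with one retina left out, at -0.12 for CYP26B1 in HFD without HFD replicate 2 and -0.022 without ND replicate 2, -0.41 for ALDH1A1 in HFD without ND replicate 1, and -0.58 for CYP26C1 in HFSD without ND replicate 2, while the 7 other settings of the limma fit did not reach it. For CYP26C1 in HFSD the fold of the group means, each plus 1, also lay in the direction of the paper, at 0.992. It was 1.11 for CYP26B1 and 1.24 for ALDH1A1 in HFD. The paper's Table S1 lists CYP26C1 as lower in HFD only, and CYP26B1 and ALDH1A1 in HSD and HFSD only. Fig. 7A shows the Apelin pathway as enriched among higher genes in HSD. The median log2 fold change of the apelin list in HSD was -0.017, with 6 genes past the upper fold limit and 5 past the lower one. Such a median over tested genes does not measure enrichment among genes past the limit. Without HSD replicate 2, 0 genes of the list passed the upper limit. The median was above 0 with the other scaling (0.017), chosen after seeing the data, and with each retina left out in turn (0.0003 to 0.046).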

Other observations

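The tests of pigment epithelium, muscle, myelin and PLEKHB2, the overlap of the fold rule with the sucrose comparison, the test of depth for that comparison and its correction for gene length were chosen only after the results were seen. The tests of single retinas, of other splits and of the correlation with length were chosen before. Dorsal and ventral genes were listed after some of them had been seen, and the test uses the others.

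Markers of the pigment epithelium that have no part in retinol metabolism fell in the 3 diets, by a median log2 fold change over 12 genes of -1.19 in HFD, -1.47 in HSD and -1.54 in HFSD (11, 11 and 12 genes lower), while the 2 ND retinas differed by little (-0.022 and 0.022 around their mean), though single genes differed by more, such as PMEL at 11.3 and 31.9 FPKM. Of the 12 genes, 10 were lower in all 3 diets. RPE65, LRAT, RDH5 and STRA6 fell by medians of -1.96, -2.30 and -2.31. The median fall of at least -1.19 in markers outside retinol metabolism argues against a fall of retinol genes alone within the pigment epithelium. Less pigment epithelium in the retinas of the diets than in the 2 ND retinas is a candidate explanation, for which the medians are present in each diet. The fall was uneven, and 8, 9 and 11 of the 14 markers found in the table passed the lower fold limit. In HFD, KCNJ13 (13.1 and 13.2 FPKM) and TYR (7.14 and 4.53 FPKM) lay between the ND retinas (11.1 and 18.5, and 4.35 and 7.65 FPKM). A lower share of this tissue alone may therefore not account for all markers in HFD. Whether less tissue was collected or fewer such cells, or less RNA per cell, were left in the eye was not tested. Of the 15 genes of this list, 6 stand in another list and 11 are in Table S1, which was at hand when the list was written. The most abundant of them, TTR, fell from 144 and 88.6 FPKM in ND to between 4.52 and 26.9 FPKM. Both ND retinas enter every comparison, so a high share of pigment epithelium in these would show in all 3 diets.

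All 31 entries of the 30 muscle genes found in the table were highest in HSD replicate 2, and 27 of them were over 5 times every other library. Their FPKM values summed to 836 there and to 24.4 in HSD replicate 1, the highest sum among the other libraries. Over the 9 genes tested, the median log2 fold change was 0.072 in HSD replicate 1 and 2.93 in HSD replicate 2. The first value argues against a response of the retina to sucrose as the cause, and muscle tissue in 1 HSD library is a candidate explanation. Of the 36 genes, 3 stand in another list and 30 are in Table S1. Without contractile and sarcoplasmic reticulum genes, which were taken out after the muscle genes had been seen, the median of 43 apelin genes was -0.037 in HFD, -0.031 in HSD and 0.015 in HFSD (camera test of limma, unadjusted p of 0.115, 0.867 and 0.472).

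GFAP was at 524 and 12.1 FPKM in the ND retinas, 216 and 203 in HFD, 2.37 and 1.08 in HSD and 3.05 and 69.5 in HFSD. The log2 fold changes were 1.34, -4.97 and -2.29, while the fold of the group means in HFD, each plus 1, was 0.782, and the sign changed with the retina left out in HFD (-1.32 without ND replicate 2, 4.00 without ND replicate 1) and HFSD (0.37 without ND replicate 1, -4.96 without ND replicate 2). MBP was at 252 and 6.55 FPKM in ND. Over 15 myelin genes, 15 of them in Table S1, the median log2 fold change was 0.42 in HFD, -1.54 in HSD and -1.09 in HFSD. The 2 ND retinas differed by 2.88 in this list, as much as the diets did. Uneven capture of myelinated nerve fibres, which in the rabbit run in a band across the retina, is therefore a candidate explanation. A change with sucrose stays open. The microglial gene AIF1, which encodes IBA1, was at 1.09 and 0.273 FPKM in ND and between 0.284 and 1.05 in the diets, with log2 fold changes of 0.19, -0.25 and -0.13, and its sign changed with the retina left out in each diet (ranges of -0.16 to 0.55, -0.61 to 0.11 and -0.49 to 0.22, between the fits without either ND retina). The paper's stainings for GFAP and IBA1 measured protein.

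PLEKHB2 was listed at 0 in both ND retinas and in 1 retina of each of the 3 diets, and stood at 110, 46.6 and 104 FPKM in the others. With the retina at 0 left out, the log2 fold change was 6.79 in HFD, 5.57 in HSD and 6.72 in HFSD, and with the other left out it was 0. In all 3 diets, a difference of single retinas rather than of the diet may explain its folds. A variant or a difference in annotation that separates rabbits was not tested.

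The fold rule selected a median of 1062.5 genes between single retinas of the same diet. Between HFD and ND retinas the median was 0.987 times as large, so differences between single retinas may account for the genes selected in HFD. The 2 mixed splits of the 4 libraries, with 1 retina of each diet in each group, were added in deciding this, and gave 567 and 547 genes, against 339 for the split by diet. For HSD the ratio was 1.185 (762 genes against 639 and 613) and for HFSD 1.085 (661 against 403 and 544). For these diets single retinas and the diet cannot be told apart by this test, since only 3 splits exist. Of the genes selected in HSD and HFSD, 86 and 90 were among the 141 genes called between retinas with and without sucrose. In HFD, 4 genes were among them. That comparison was chosen from a principal component of these libraries and shares retinas with the fold rule, so the overlap does not decide whether these genes come from differences between single retinas.

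On the principal component that holds 30.8% of the variance, the 4 retinas of HSD and HFSD lay between 15.2 and 19.7 and the 4 of ND and HFD between -27.2 and -11.2. The next one, with 17.2%, separated the ND retinas (26.4 and -22.0). After this was seen, the 4 retinas with sucrose were compared with the 4 without. With limma and Benjamini-Hochberg adjustment, 141 genes had an adjusted p under 0.05, 43 higher and 98 lower with sucrose. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many genes, the split by sucrose itself. The other splits gave a median of 0 and at most 3 (at most 1519 at an unadjusted p under 0.05, against 2491). Since the comparison was chosen from the component, this share is not independent of it. As a contrast of the model with 4 diets, which leaves fewer degrees of freedom, it gave 42 genes, 7 of them higher and 38 shared with the 141. The values argue against sequencing depth as a cause, although 3 of the 4 libraries with sucrose were the shallowest of all. With fragments drawn down at random to the depth of the shallowest library, 125 genes were called and 122 of the 141 stayed called. The 4 deepest libraries against the 4 shallowest, a split that moves 2 libraries, gave 0 genes (503 at an unadjusted p under 0.05). The log2 difference followed gene length with a Spearman rho of 0.197 across genes, which are not independent replicates. The limits set before were over 0.3 for a cause and under 0.1 for none. After each library's trend with length was taken out, 162 genes were called, and 135 of the 141 stayed called, which argues against length as the whole cause. The labels name no batch, and a batch that follows sucrose and the sucrose itself could not be separated.

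Some of the genes called are expressed in the dorsal or ventral retina, such as TBX5, NR2F2, EFNB2 and OPN1SW. Retinas sampled from different dorsoventral regions are a candidate explanation for part of the sucrose comparison. Of the genes not seen before listing, 3 dorsal genes were all lower with sucrose (median -0.25) and 3 of 4 ventral genes were higher (median 0.19), with EPHB3 lower. Random lists matched on expression gave as large a difference in a share of 0.031 (one-sided, 10000 draws), with 0.44 observed and 0.38 at their 95th percentile. With all listed genes, 9 of 9 dorsal genes were lower and 6 of 7 ventral genes higher, with a share of 0.0001, the smallest that 10000 draws can give, but these include genes noticed first. VAX1, NR2F1 and NTN1 were not tested. This describes these 8 libraries, and an effect of sucrose on the same genes was not excluded.

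Changes against the shared ND retinas correlate without any effect. Simulated unchanged groups gave correlations across genes of 0.497 to 0.504 and the same direction in 66.7% to 66.8% of genes. Observed were 0.245 between HFD and HSD, 0.200 between HFD and HFSD and 0.734 between HSD and HFSD, with the same direction in 52.3%, 50.2% and 76.1%. In all 3 diets 19.7% of genes were lower, against 25% in the simulation.

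The other marker lists, in the order HFD, HSD and HFSD, had medians of 0.24, -0.59 and -1.37 for astrocytes, -0.094, -0.30 and -0.30 for Müller cells, 0.034, -0.32 and -0.60 for endothelium and 0.053, -0.69 and -0.70 for mural cells. For neurons they were 0.12, -0.0046 and -0.075 for rods, -0.23, 0.41 and 0.20 for cones, -0.080, -0.13 and -0.13 for bipolar cells, -0.072, 0.0041 and 0.057 for amacrine cells, 0.049, -0.19 and 0.34 for ganglion cells and -0.19, 0.27 and 0.40 for horizontal cells. Microglia gave 0.14, -0.46 and -0.28, lens 0.86, 1.23 and -0.15 over 3 genes, and fibroblasts -0.28, 0.10 and -0.56. The only blood gene tested was at 0.33, -1.89 and -2.05. Immediate early genes gave 0.69, -0.48 and -0.53, and the 2 HFD retinas were at -0.44 and 1.53. The 2 ND retinas lay at 0.71 and -0.71 around their mean for endothelium, 0.53 and -0.53 for ganglion cells and 1.61 and -1.61 for the blood gene. These gaps were larger than each median of the same list, and so were those of Müller cells, rods, bipolar cells, microglia and fibroblasts. For astrocytes, mural, cone, amacrine and horizontal cells and lens, at least 1 median exceeded the gap.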
